# Nasopharyngeal lymphatic plexus is a hub for cerebrospinal fluid drainage

**DOI:** 10.1038/s41586-023-06899-4

**Published:** 2024-01-10

**Authors:** Jin-Hui Yoon, Hokyung Jin, Hae Jin Kim, Seon Pyo Hong, Myung Jin Yang, Ji Hoon Ahn, Young-Chan Kim, Jincheol Seo, Yongjeon Lee, Donald M. McDonald, Michael J. Davis, Gou Young Koh

**Keywords:** Ageing, Nervous system

## Abstract

Cerebrospinal fluid (CSF) in the subarachnoid space around the brain has long been known to drain through the lymphatics to cervical lymph nodes^1–17^, but the connections and regulation have been challenging to identify. Here, using fluorescent CSF tracers in *Prox1-GFP* lymphatic reporter mice^18^, we found that the nasopharyngeal lymphatic plexus is a major hub for CSF outflow to deep cervical lymph nodes. This plexus had unusual valves and short lymphangions but no smooth-muscle coverage, whereas downstream deep cervical lymphatics had typical semilunar valves, long lymphangions and smooth muscle coverage that transported CSF to the deep cervical lymph nodes. α-Adrenergic and nitric oxide signalling in the smooth muscle cells regulated CSF drainage through the transport properties of deep cervical lymphatics. During ageing, the nasopharyngeal lymphatic plexus atrophied, but deep cervical lymphatics were not similarly altered, and CSF outflow could still be increased by adrenergic or nitric oxide signalling. Single-cell analysis of gene expression in lymphatic endothelial cells of the nasopharyngeal plexus of aged mice revealed increased type I interferon signalling and other inflammatory cytokines. The importance of evidence for the nasopharyngeal lymphatic plexus functioning as a CSF outflow hub is highlighted by its regression during ageing. Yet, the ageing-resistant pharmacological activation of deep cervical lymphatic transport towards lymph nodes can still increase CSF outflow, offering an approach for augmenting CSF clearance in age-related neurological conditions in which greater efflux would be beneficial.

## Abstract (web summary)

The nasopharyngeal lymphatic plexus is a major hub for cerebrospinal fluid outflow to deep cervical lymph nodes.

## Main

CSF is essential for mechanical protection, nourishment and clearing of neurotransmitters, metabolites and protein aggregates such as amyloid-β and tau from the central nervous system^17,19^. CSF is continuously secreted by the choroid plexus into the cerebral ventricles and subarachnoid space, circulates within and around the brain and spinal cord, and turns over 3 to 5 times per day^19^. The regulation of CSF production, circulation and drainage is receiving increasing attention due to evidence that reduced CSF secretion and/or clearance during ageing could contribute to the development of Alzheimer’s disease and other neurodegenerative conditions^20–23^.

Among the known routes for CSF drainage from the subarachnoid space are lymphatics in the cribriform plate, where olfactory nerves pass through the ethmoid bone, and in the perineurium of cranial nerves^8,17,24^. Lymphatics in the dura mater also function as a CSF drainage route^9–17,25^. However, despite solid documentation of the contribution of lymphatics to CSF clearance, the connections between the subarachnoid space and extracranial lymphatics involved in CSF clearance have been challenging to elucidate.

A landmark study^1^ provided evidence for CSF outflow to the nasopharynx by finding Richardson’s blue dye in the lymphatics of the nasal and palatal mucosa after injection of the tracer into the subarachnoid space^1^. Other studies^4–7^ revealed that dye or Microfil silicone rubber injected into the subarachnoid space subsequently appears in the nasal lymphatics and in the perineurium of cranial nerves. A previous study^12^ reported that CSF can drain through lymphatics of the pharynx. A magnetic resonance imaging (MRI) study^26^ provided further evidence of CSF outflow through the cribriform plate to the nasopharynx. A recent study^27^ provided additional observations on the connections between the subarachnoid space and lymphatic vessels around olfactory nerves that cross the cribriform plate en route to the nasal mucosa. Another study^16^ observed connections between intracranial lymphatics and extracranial lymphatics using light-sheet fluorescence microscopy after injection of ovalbumin–Alexa Fluor 555 (OVA–Alexa Fluor 555) conjugate into CSF or by MRI after systemic injection of gadolinium-based contrast agent. However, tracing OVA–Alexa Fluor 555 in fixed tissues was confounded by phagocytosis of the tracer by macrophages. Our own MRI study revealed a strong signal at the skull base from a contrast agent in the CSF, but connections to extracranial lymphatics could not be identified owing to the limited resolution^15^. Evidence from these and other studies suggests that CSF can be drained through nasopharyngeal lymphatics, but their connections and functional properties relating to CSF outflow under normal conditions and during ageing have proven to be difficult to characterize.

To solve this problem, we performed fluorescence microscopy imaging of CSF outflow in anaesthetized prospero-related homeobox 1–green fluorescence protein (*Prox1-GFP*) reporter mice^18^ after surgical exposure of the nasopharyngeal and other cervical lymphatics. This approach revealed a distinctive lymphatic plexus in the nasopharynx that functioned as a hub for CSF outflow through lymphatics from the cribriform plate and select other intracranial regions en route to deep cervical lymph nodes (dcLNs). This nasopharyngeal lymphatic plexus (NPLP) regressed and underwent transcriptomic changes with ageing. By contrast, deep cervical lymphatics, which were covered by smooth muscle and carried CSF from the plexus to lymph nodes, did not change during ageing. The contractile properties of these lymphatics were regulated by α-adrenergic and nitric oxide (NO) signalling, and CSF outflow could still be increased by pharmacological activation of CSF transport in aged mice.

## Distinctive features of the NPLP

The lymphatics in the mucosa of the nasopharynx formed a distinctive NPLP that was conspicuous in *Prox1-GFP* lymphatic reporter mice^18^ after staining for LYVE1 and VEGFR3 (Fig. 1, Extended Data Fig. 1a,b and Supplementary Fig. 1a,b). The rostral end of the lymphatic plexus was connected to the flattened, condensed, highly anastomotic posterior nasal lymphatic plexus that also stained positively for PROX1–GFP and LYVE1 but stained weakly with VEGFR3 (Fig. 1a, Extended Data Fig. 1a,b and Supplementary Fig. 1a). The two lymphatic plexuses covered all surfaces of the posterior nasal cavity and nasopharynx except near the skull base (Fig. 1a, Extended Data Fig. 1a,b and Supplementary Fig. 1b).

**Fig. 1:**
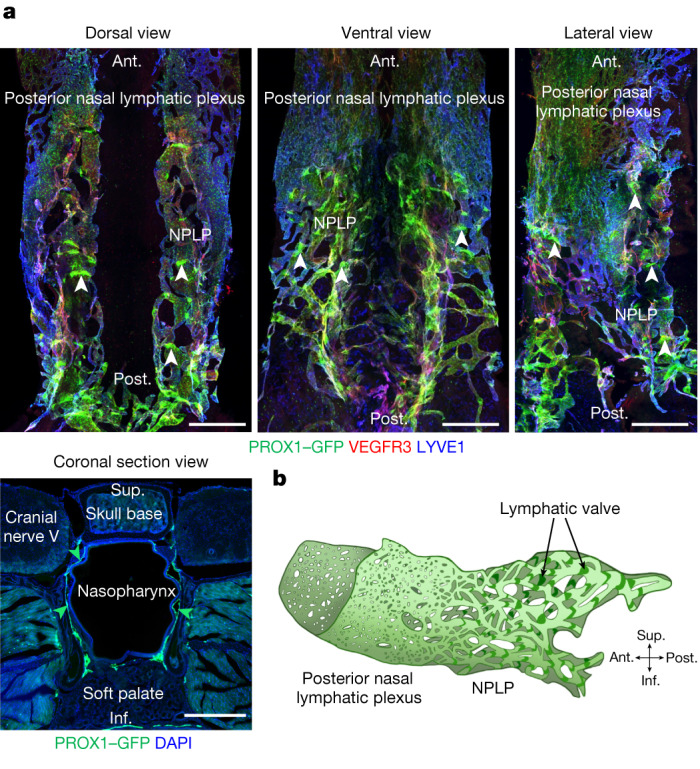
Three-dimensional morphological features of the nasopharyngeal and posterior nasal lymphatic plexuses. **a**, Immunofluorescence images of three views of whole mounts and a coronal section of the NPLP and posterior nasal lymphatic plexus of *Prox1-GFP* mice after staining for VEGFR3 and LYVE1. The flattened and condensed posterior nasal lymphatic plexus is in front of the NPLP distinguished by strong PROX1^+^, irregular and linearly shaped lymphatic valves (white arrowheads). The green arrowheads in the cross-section mark the borders of the NPLP. Scale bars, 500 μm. Similar findings were obtained from *n* = 6 mice in three independent experiments. **b**, Diagram of the inverted saddle shape of the NPLP. Anatomical positions are indicated at the bottom right. Ant., anterior; post., posterior; sup., superior; inf., inferior anatomical position.

The NPLP had 45–65 irregular, linearly shaped valves that stained positive for PROX1–GFP and laminin-α5, but no smooth-muscle coverage was evident after staining for α-smooth muscle actin (αSMA; Fig. 1a and Supplementary Fig. 1c,d). The segments between valves (lymphangions) were unusually short (Fig. 1a and Supplementary Fig. 1a–d). The plexus resembled an inverted saddle when viewed in three dimensions (Fig. 1b and Supplementary Video 1). Owing to these features, the lymphatics of the plexus were unlike individual initial lymphatics in most peripheral organs or collecting lymphatics that have semilunar valves, long lymphangions and smooth muscle coverage (Supplementary Fig. 1c). A similar lymphatic plexus was found in the nasopharynx of the primate, *Macaca fascicularis* (Extended Data Fig. 2a,b), consistent with conservation of these features among species. However, in *M. fascicularis*, the lymphatics had typical semilunar valves (Extended Data Fig. 2a,b), in contrast to those in mice.

## The NPLP as a route for CSF outflow

To determine whether the NPLP was a route for CSF outflow, we infused 3 μl of 10 kDa tetramethylrhodamine-conjugated dextran (TMR–dextran) in PBS at 1 μl min^−1^ for 3 min into the subarachnoid space at the cisterna magna of anaesthetized *Prox1-GFP* mice. At 60 min, TMR–dextran fluorescence traced using a fluorescence stereomicroscope was concentrated in the olfactory bulb, cribriform plate, anterior cranial fossa (above the presphenoid bone) and middle cranial fossa (above the basisphenoid bone) adjacent to the nasopharynx (Fig. 2a,b). TMR–dextran was also visible in the CSF over the dorsal surface of the cerebellum and around the cervical spinal cord (Fig. 2b).

**Fig. 2:**
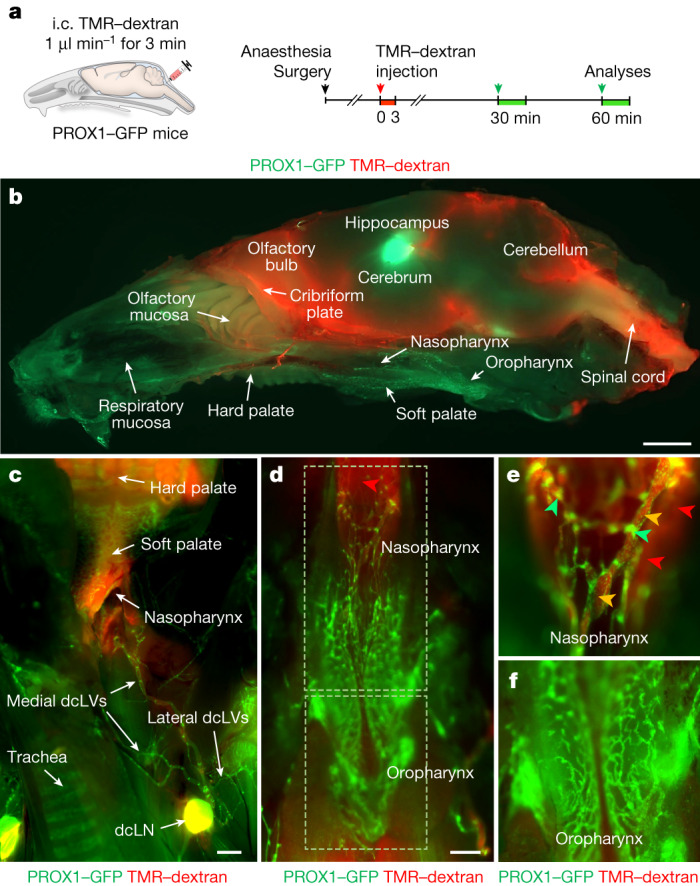
Preferential and selective distribution of TMR–dextran in the head and neck after intracisternal infusion. **a**, Diagram of the experimental sequence for intracisternal (i.c.) infusion of TMR–dextran (molecular mass, 10 kDa) into *Prox1-GFP* mice through the cisterna magna at 1.0 μl min^−1^ for 3 min followed by analysis of the distribution of TMR–dextran in the head and neck 30 or 60 min later. **b**, Fluorescence image showing the distribution of TMR–dextran in a mid-sagittal view of half of the head and neck at 60 min after intracisternal infusion. The PROX1–GFP signal is strong in the hippocampus and in the lymphatics in the nasopharynx, oropharynx and palate. Scale bar, 2 mm. Similar findings were obtained from *n* = 6 mice in three independent experiments. **c**–**f**, Fluorescence images showing the distributions of TMR–dextran in the indicated regions of dissected neck at 30 min after intracisternal infusion. TMR–dextran fluorescence (red) is strong in medial dcLVs, dcLNs (**c**) and lymphatic plexus in the nasopharynx (yellow arrowheads) (**d**,**e**) but not in the oropharynx (**f**). Strong PROX1^+^ lymphatic valves are indicated by green arrowheads. The red arrowheads indicate the background signal emitted from the skull base. Scale bars, 1 mm (**c**) and 500 μm (**d**). Similar findings were obtained from *n* = 10 mice in five independent experiments.

These findings led us to learn more about nasopharyngeal lymphatics as a CSF outflow route. At 30 min after infusion into the cisterna magna, TMR–dextran was detected in the lymphatics of the nasopharynx, deep cervical lymphatics and dcLNs, but not in the lymphatics of the oropharynx or soft palate (Fig. 2c–f, Supplementary Fig. 2a–c and Supplementary Video 2). TMR–dextran was also detected in the superficial cervical lymph nodes at 30 min (Supplementary Fig. 3a–c), but these nodes were not downstream to the NPLP and deep cervical lymphatics. This indicates that the CSF outflow that reached the superficial lymph nodes did not flow through the nasopharyngeal lymphatics.

The lymphatics of the nasopharynx had unusual PROX1–GFP^+^ valves, as described above (Fig. 2d,e, Supplementary Fig. 1a,c and Supplementary Video 2). Although PROX1–GFP^+^ lymphatics were abundant in the oropharynx, no TMR–dextran was detected there until 120 min after the intracisternal infusion (Fig. 2e,f and Supplementary Video 3). As evidence that the findings were not specific to 10 kDa TMR–dextran, we obtained similar results after intracisternal infusion of 70 kDa TMR–dextran, Texas-Red–ovalbumin or 0.5 µm FluoSpheres (Supplementary Fig. 4a–d). These findings are further evidence that CSF drains through the NPLP but not through the oropharyngeal lymphatic plexus.

## Morphological features of the NPLP

Initial lymphatics, also called lymphatic capillaries, which are specialized for the uptake of fluid and macromolecules, have button-like intercellular junctions and lack smooth-muscle-cell coverage^28,29^. By contrast, collecting lymphatics, which propel lymph downstream by undergoing rhythmic contractions, have zipper-like junctions, smooth-muscle coverage and valves to prevent retrograde flow^28–30^. Precollecting lymphatics have features of both types of lymphatics, in that they lack smooth-muscle coverage but have valves and a mixture of button-like and zipper-like junctions^28–30^. Some lymphatics in the nasopharyngeal plexus had little or no LYVE1 immunoreactivity, whereas others had strong LYVE1 staining. Those with weak LYVE1 staining had zipper-like junctions (Extended Data Fig. 3a,b), which fits more with transport than fluid entry. By contrast, the lymphatics in the plexus with strong LYVE1 staining had a mixture of intercellular junctions: zipper-like (47%), mixed (32%) and button-like (21%) (Extended Data Fig. 3a,b), which are features that are consistent more with fluid uptake than transport. On the basis of the mixture of button-like and zipper junctions, variable LYVE1 staining and the absence of smooth muscle, the lymphatics of the nasopharyngeal plexus had features of both lymphatic capillaries and collecting lymphatics and, therefore, fit the description of precollecting lymphatics.

## Connections of the NPLP

We next sought to find the upstream connections of the NPLP in *Prox1-GFP* mice by tracing fluorescent 0.5 µm beads (FluoSpheres) using confocal fluorescence microscopy after infusion into the subarachnoid space (Methods). As the FluoSpheres remained in place during tissue processing, this approach enabled the identification of lymphatics near the pituitary that extended along cranial nerve V and the cavernous sinus to the NPLP (Extended Data Fig. 4a–c and Supplementary Video 4). The lymphatics contained FluoSpheres (Extended Data Fig. 4d), consistent with the connection to the subarachnoid space. Although some lymphatics in optical sections appeared to be discontinuous (Extended Data Fig. 4d), examination of confocal image stacks confirmed their continuity and also the intralymphatic location of the beads. FluoSphere-containing lymphatics along the pterygopalatine artery (PPA) also connected to the lymphatic plexus through the posterior nasal lymphatic plexus (Extended Data Fig. 5a–c and Supplementary Video 5).

In *Prox1-GFP* mice, LYVE1^+^ lymphatics in the dura near the olfactory bulb crossed the cribriform plate with sensory axons of olfactory nerves and then connected to the LYVE1^−^ lymphatic plexus in the olfactory mucosa and joined the posterior nasal lymphatic plexus (Extended Data Fig. 6a–d and Supplementary Video 6), as described in a recent report^27^. The lymphatics in these regions were found to contain FluoSpheres at 30 min after intracisternal injection into the CSF (Extended Data Fig. 6c,d), but the anatomical connections of individual lymphatics to the subarachnoid space could not be discerned. Thus, at least two groups of lymphatics appeared to be responsible for CSF outflow from the middle cranial fossa, including the pituitary and cavernous sinus, while the third carried CSF from the cribriform plate and other regions of the anterior cranial fossa (Fig. 3a).

**Fig. 3:**
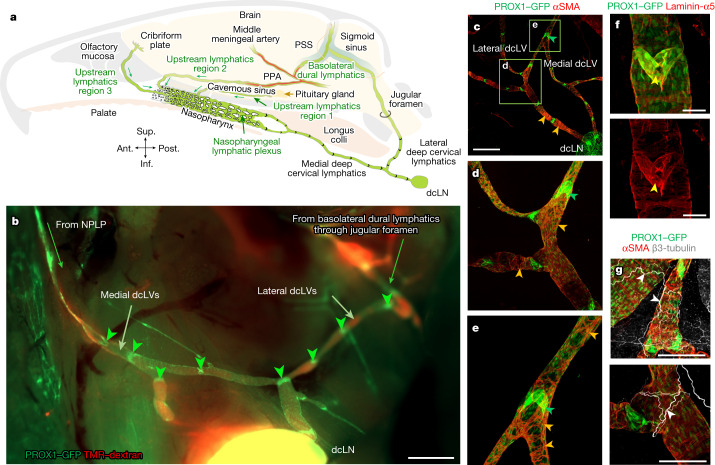
Connections of the NPLP and features of deep cervical lymphatics. **a**, Diagram of intracranial upstream lymphatic regions 1, 2 and 3, which drain through the NPLP en route to medial deep cervical lymphatics and dcLNs in the neck. Upstream lymphatic region 1 includes the lymphatics near the pituitary gland and cavernous sinus that drain to the NPLP. Upstream lymphatic region 2 includes the lymphatics in the anterior region of basolateral dura near the middle meningeal artery and petrosquamosal sinus (PSS) that course along the PPA to the NPLP. Upstream lymphatic region 3 includes lymphatics near the cribriform plate that drain to the lymphatics in the olfactory mucosa en route to the posterior nasal lymphatic plexus and NPLP. By contrast, the lymphatics in the posterior region of the basolateral dura around the sigmoid sinus do not drain to the NPLP but, instead, pass through the jugular foramen to lateral deep cervical lymphatics en route to dcLNs. Anatomical positions are indicated at the bottom left. **b**, Fluorescence image showing medial dcLVs, lateral dcLVs, lymphatic valves (green arrowheads) and TMR–dextran (red) in lymphatics deep in the neck of a *Prox1-GFP* mouse. The image was obtained 30 min after i.c. infusion of TMR–dextran (molecular mass, 10 kDa) at 1.0 μl min^−1^ for 3 min. Medial dcLVs connect to the NPLP, and lateral dcLVs connect to the basolateral dural lymphatics through the jugular foramen. Scale bar, 1 mm. Similar findings were obtained from *n* = 6 mice in three independent experiments. **c–e**, Immunofluorescence images of whole mounts showing the distributions of PROX1-dense, semi-lunar shaped lymphatic valves (green arrowheads) and αSMA^+^ circular smooth muscle cells (SMCs, orange arrowheads) in the medial and lateral dcLVs. **d**,**e**, Magnified images of the regions indicated by the green boxes in **c**. Scale bar, 1 mm (**c**). Similar findings were obtained from *n* = 4 mice in two independent experiments. **f**, Immunofluorescence images of whole mounts showing a typical semi-lunar-shaped PROX1-dense, laminin-α5^high^ valve (yellow arrowheads) in a medial dcLV of a *Prox1-GFP* mouse. Scale bars, 200 μm. Similar findings were obtained from *n* = 4 mice in two independent experiments. **g**, Immunofluorescence images of whole mounts showing the distributions of β3-tubulin^+^ axons (white arrowheads) and αSMA^+^ circular smooth-muscle cells (red) along dcLVs. Scale bars, 200 μm. Similar findings were obtained from *n* = 4 mice in two independent experiments.

Lymphatics downstream to the nasopharyngeal plexus included four lymphatic branches (upper right and left, and lower right and left) that were visible after removing the soft palate and other tissues around the nasopharynx in *Prox1-GFP* mice (Extended Data Fig. 7a). The upper and lower lymphatic branches on the right or left merged at the caudal end of the eustachian tube and extended to the right or left medial deep cervical lymphatic vessels (dcLVs; medial cervical lymphatics) (Extended Data Fig. 7a,b). These findings provide evidence that CSF drains through lymphatics that traverse the anterior and middle cranial fossae including the cribriform plate, join the NPLP and pass downstream through the medial cervical lymphatics en route to dcLNs (cervical lymph nodes) (Fig. 3a).

## VEGF-C-stimulated expansion of the NPLP

To determine whether the nasopharyngeal plexus can be expanded, mouse vascular endothelial growth factor-C (VEGF-C) was overexpressed in *Prox1-GFP* mice by intracisternal delivery of 3 × 10^10^ gene copies of adeno-associated virus serotype 9 encoding mouse VEGF-C-mCherry (AAV9-mVEGF-C-mCherry) or control AAV9-mCherry (Extended Data Fig. 8a). Then, 3 weeks after viral delivery, histological examination of mCherry fluorescence revealed mVEGF-C expression around the plexus and dural lymphatics but not around the diaphragmatic lymphatics (Extended Data Fig. 8b). The lymphatics in the plexus and dura in the AAV9-mVEGF-C-mCherry group were expanded 1.7- and 15.4-fold, respectively, compared with the AAV9-mCherry control group, but no change was found in the diaphragm (Extended Data Fig. 8b,c).

At 30 min after intracisternal infusion, TMR–dextran in the dcLNs of the AAV9-mVEGF-C-mCherry group was 3.5-fold higher than in the control group (Extended Data Fig. 8d). These findings are evidence that the NPLP can be expanded by overexpression of VEGF-C and, importantly, provide proof of concept for a strategy for increasing CSF outflow by expansion of the NPLP.

## Connection of the NPLP to the dcLNs

The nasopharyngeal plexus in *Prox1-GFP* mice was connected downstream to medial cervical lymphatics that drained to the dcLNs (Fig. 3b, Extended Data Fig. 7a,b and Supplementary Fig. 5). Medial cervical lymphatics had conventional semilunar valves that were spaced 250–750 µm apart throughout their length to lymph nodes (Fig. 3c–f and Extended Data Fig. 7b). These lymphatics had a dense but uneven layer of circular αSMA^+^ smooth-muscle cells along their entire length (Fig. 3c–e and Extended Data Fig. 7b) and were accompanied by adrenergic axons, identified by staining for tyrosine phosphatase and β3-tubulin, but not by cholinergic axons, identified by staining for vesicular acetylcholine transporter (VAChT) and β3-tubulin (Fig. 3g and Supplementary Fig. 6a,b).

Other lymphatics, positioned laterally in the neck (lateral cervical lymphatics, lateral dcLVs), extended from the basolateral dura through the jugular foramen to dcLNs (Fig. 3b and Supplementary Fig. 7a–f). Like medial cervical lymphatics, lateral cervical lymphatics had semilunar valves and smooth-muscle coverage (Fig. 3b–d). These deep cervical lymphatics have contractile lymphangions (lymphangion pumps) that can potentially propel lymph flow to lymph nodes by undergoing spontaneous, cyclical contractions^31^. Consistent with their different upstream connections, medial cervical lymphatics appeared to transport CSF from the nasopharyngeal plexus en route to dcLNs, whereas lateral cervical lymphatics were routes for CSF drainage from the basolateral dural lymphatics to dcLNs (Fig. 3a).

To compare the amounts of CSF drainage through the medial and lateral cervical lymphatics, we measured TMR–dextran fluorescence after intracisternal infusion of TMR–dextran (1.0 μl min^−1^ of TMR–dextran for 3 min) into *Prox1–GFP* mice (Fig. 4a). At 30, 60 and 120 min after infusion, TMR–dextran fluorescence in medial cervical lymphatics was 7.1-fold, 5.2-fold and 3.4-fold the amount in lateral cervical lymphatics (Fig. 4b–d). TMR–dextran in the anterior and middle intracranial regions that drained through medial cervical lymphatics was 2.6-fold higher than the amount of TMR–dextran in the posterior region that drained through lateral cervical lymphatics at the skull base (Supplementary Fig. 8). The findings provided evidence of drainage of CSF in the anterior and central regions of the skull base through perineural lymphatics that exit the skull en route to the NPLP, medial cervical lymphatics and dcLNs, before entering the systemic blood circulation.

**Fig. 4:**
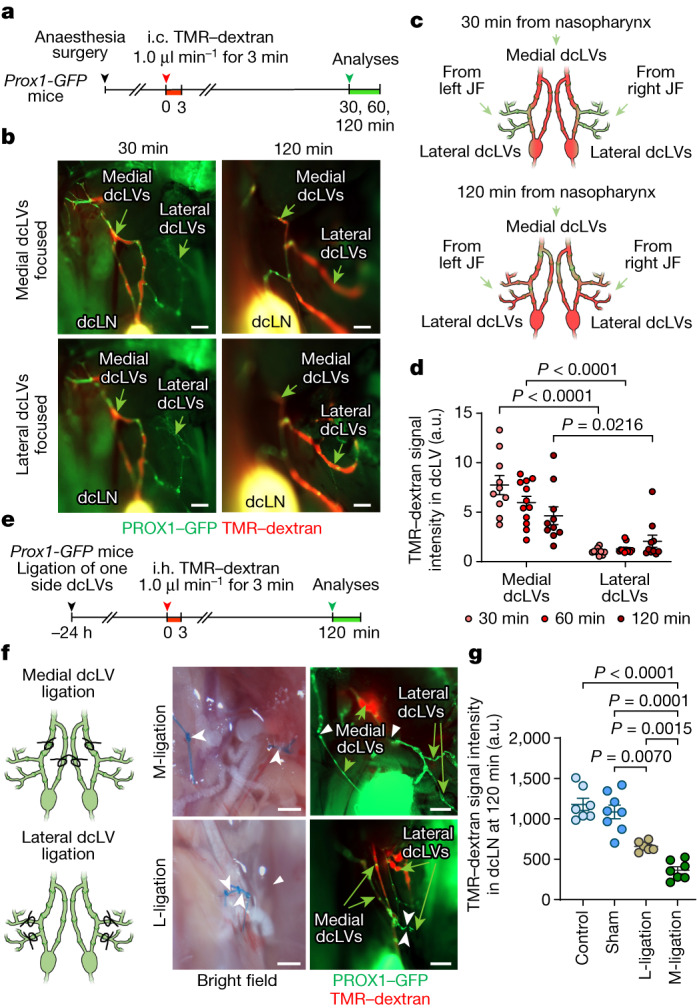
Greater and faster drainage of TMR–dextran in CSF through the medial deep cervical lymphatics compared with the lateral deep cervical lymphatics. **a**, Diagram of the experimental sequence for intracisternal infusion of TMR–dextran at 1.0 μl min^−1^ for 3 min into *Prox1-GFP* mice followed by measurement of the fluorescence intensity in the medial and lateral dcLVs. **b**–**d**, Fluorescence images (**b**), diagrams (**c**) and comparison of TMR–dextran signal intensity (**d**) in the medial and lateral dcLVs at 30 min (*n* = 10), 60 min (*n* = 12) and 120 min (*n* = 10) after intracisternal infusion from five independent experiments. TMR–dextran fluorescence is stronger in medial compared with in lateral dcLVs (green arrows) from 30 to 120 min. For **b**, scale bars, 500 µm. Data are mean ±  s.e.m. *P* values were calculated using two-way analysis of variance (ANOVA) followed by two-tailed Sidak’s post hoc test. JF, jugular foramen. **e**, Diagram of the experimental sequence for ligation of medial dcLVs or lateral dcLVs followed 24 h later by intrahippocampal (i.h.) infusion of TMR–dextran at 0.1 μl min^−1^ for 3 min into *Prox1-GFP* mice. The fluorescence intensity in the dcLN was measured 120 min after onset of i.h. infusion. **f**,**g**, Diagram, and bright-field and fluorescence images of the ligation sites of medial (M-ligation) and lateral (L-ligation) dcLVs (black and white arrowheads) (**f**) and measurements of TMR–dextran in **f** and measurements of TMR–dextran in dcLNs, with or without ligation, at 120 min after infusion (**g**). TMR–dextran accumulated in dcLVs proximal, but not distal, to the ligation. For **f**, scale bars, 500 µm. Comparison of TMR–dextran fluorescence in the dcLN after ligation of medial or lateral dcLVs. Each dot is the value for one mouse. *n* = 7 (control), *n* = 8 (sham), *n* = 6 (L-ligation) and *n* = 7 (M-ligation) from five independent experiments. Data are mean ±  s.e.m. *P* values were calculated using one-way ANOVA followed by two-tailed Dunnett’s T3 multiple-comparison post hoc test.

We next measured TMR–dextran accumulation in the dcLNs 24 h after ligation of medial or lateral cervical lymphatics (Fig. 4e,f). In these experiments, TMR–dextran was infused into the hippocampus (0.1 μl min^−1^ of TMR–dextran for 3 min) rather than the cisterna magna, because the accumulation of TMR–dextran in the dcLNs over 120 min was slower and less variable under the baseline conditions (Supplementary Fig. 9a–c). Compared with the sham-operated controls, ligation of medial cervical lymphatics was followed by a 70–80% decrease in TMR–dextran in lymph nodes at 120 min after infusion, whereas the reduction was significantly less (40–50%) after ligation of the lateral cervical lymphatics (Fig. 4g). This difference is evidence that CSF drainage through the medial deep cervical lymphatics to the cervical lymph nodes was on average 180% greater compared with CSF drainage through the lateral route. We therefore examined whether the CSF outflow to deep cervical lymphatics could be increased by activation of rhythmic contraction and relaxation of the lymphatics.

## Control of CSF outflow through deep cervical lymphatics

As the next step, we examined whether CSF outflow could be regulated by pharmacological activation of medial cervical lymphatics. We addressed this question by topical application of the α1-adrenergic agonist phenylephrine, or the NO donor sodium nitroprusside, to exposed medial cervical lymphatics of *Prox1-GFP* mice 30 min after intracisternal infusion of TMR–dextran. Thereafter, the lymphatic diameter and TMR–dextran fluorescence were measured in the lymphatics over 20 min (Fig. 5a), as described for other lymphatics^32^. Topical application of phenylephrine (50 μM, 500 μM or 5 mM) triggered both phasic and tonic lymphatic contractions and reduced TMR–dextran fluorescence in a concentration-dependent manner (Fig. 5b,c). By contrast, topical application of sodium nitroprusside (25 mM) increased the lymphatic diameter by 50–70% over the entire period of observation and transiently increased TMR–dextran fluorescence by 25–35% over the first 5 min (Fig. 5b,c). No changes in the diameter or TMR–dextran fluorescence were found after topical application of PBS (Fig. 5b,c). These findings provide evidence that the diameter of the medial cervical lymphatics increased with NO-mediated dilatation and decreased with α1-adrenergic-mediated constriction. Here we found that topical application of phenylephrine at a high concentration (5 mM) led to a 44% decrease in TMR–dextran fluorescence in the dcLNs, and sodium nitroprusside (3 μM) increased the fluorescence by 33% (Extended Data Fig. 9a–c). However, topical application of a low concentration of phenylephrine (10 nM) increased TMR–dextran fluorescence in the dcLNs by 51%, even more than sodium nitroprusside (Extended Data Fig. 9a–c). These findings provide evidence that CSF outflow can be increased by pharmacological manipulation of smooth muscle cells on deep cervical lymphatics.

**Fig. 5:**
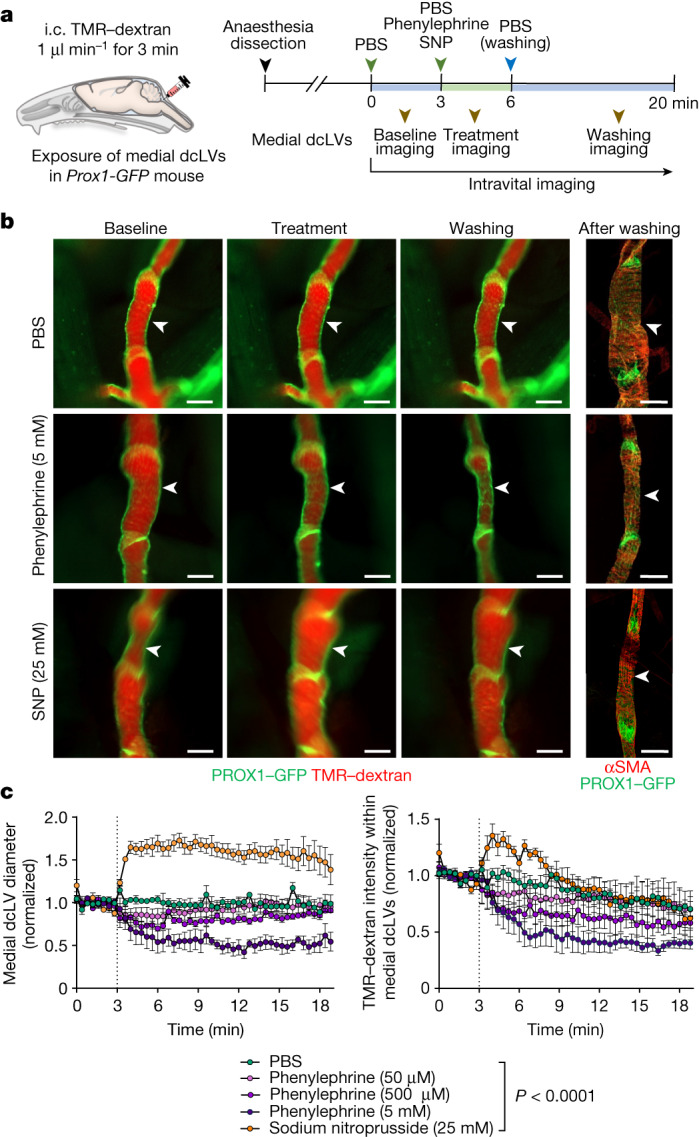
Regulation of CSF outflow by myogenic control of medial deep cervical lymphatics. **a**, Diagram of the experimental sequence for intracisternal infusion of TMR–dextran at 1.0 μl min^−1^ for 3 min, and intravital imaging of medial deep cervical lymphatics (medial dcLVs) during pharmacological manipulation in *Prox1-GFP* mice. SNP, sodium nitroprusside. **b**, Fluorescence images showing TMR–dextran fluorescence in medial dcLVs (white arrowheads) at 2 min before treatment, during treatment and during washing. Right, immunofluorescence images of whole mounts stained for PROX1-dense lymphatic valves and αSMA^+^ circumferential smooth-muscle cells in medial dcLVs at 10 min after washing. Scale bars, 200 μm. Similar findings were obtained from *n* = 4 mice in three independent experiments. **c**, Changes in diameter and TMR–dextran fluorescence in the medial dcLVs over 17 min after the onset of five different pharmacological manipulations (vertical dotted lines). Data are mean ±  s.e.m. *n* = 4 mice per group from four independent experiments. Values were normalized to the mean baseline value for each group. *P* values were calculated using two-way repeated-measures ANOVA.

## Ageing-related atrophy of the NPLP

Vascular alterations are common during ageing^33^, and lymphatics are no exception^34,35^. Moreover, CSF outflow to dcLNs decreases with age in mice^12,15,21,26^. We examined whether ageing-related changes occurred in the nasopharyngeal plexus or medial cervical lymphatics by comparing mice aged 8–12 weeks (adult mice) with aged 73–102 weeks (aged mice). Analysis of the nasopharyngeal plexus in the aged mice revealed that the area of PROX1–GFP fluorescence was 14% less, the number of PROX1–GFP^+^FOXC2^+^ valves was 41% less, but LYVE1 staining was 64% greater and VEGFR3 staining was not different compared to adult mice (Fig. 6a,b and Supplementary Fig. 10).

**Fig. 6:**
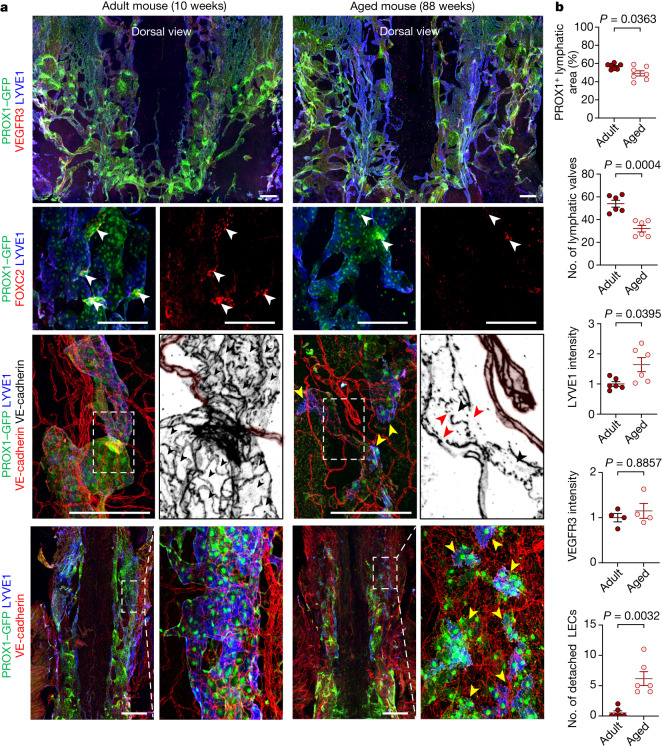
Ageing-related alterations in the NPLP. **a**, Immunofluorescence images of whole mounts showing the dorsal surface of the NPLP in adult (aged 10 weeks) and aged (aged 88 weeks) mice. Multiple abnormalities are evident in the aged mice. Row 1, the lymphatic plexus is smaller and has fewer valves. Row 2, PROX1-dense, FOXC2^+^ lymphatic valves (white arrowheads) are less numerous. Rows 3 and 4, the lymphatic plexus is smaller (the regions indicated by white dashed boxes are magnified in the adjacent monochrome panels); fewer LECs have an oak-leaf shape (black arrowheads); LECs have altered intercellular junctions (red arrowheads); and some cells appear to be detached from the adjacent cells (yellow arrowheads). The blood capillaries are marked by a pink overlay. Scale bars, 200 μm. Similar findings were obtained from *n* = 7 mice in three independent experiments. **b**, Comparison of the lymphatic area, valves, LYVE1 and VEGFR3 staining, and detached endothelial cells in the plexus between adult (aged 8–12 weeks) and aged (aged 73–102 weeks) mice. Each dot is the value for one mouse; *n* = 7 (PROX1^+^ lymphatic area), *n* = 6 (number of lymphatic valves), *n* = 6 (LYVE1 intensity), *n* = 4 (VEGFR3 intensity) and *n* = 6 (number of detached LEC) mice per group from three independent experiments. Data are mean ± s.e.m. *P* values were calculated using two-tailed unpaired *t*-tests with Welch’s correction or two-tailed Mann–Whitney *U*-tests.

Endothelial cells in the NPLP stained for PROX1–GFP and LYVE1 in mice aged 8–10 weeks had an oak-leaf shape, had a mixture of button junctions, zipper junctions and junctions with intermediate features, and lacked smooth-muscle coverage (Fig. 6a and Extended Data Fig. 10a). However, endothelial cells in this lymphatic plexus in aged mice had multiple abnormal features (Fig. 6a,b). Staining for phosphorylated tau and apoptosis (TUNEL) in these cells of aged mice was 2.5-fold and 7.4-fold greater than the corresponding values in adult mice (Extended Data Fig. 10b,c), raising the possibility that phosphorylated tau accumulation in the CSF contributes to the regression of the plexus in aged mice. By contrast, lymphatic valves, smooth-muscle cell coverage, and the length and diameter of the lymphangions of medial cervical lymphatics were similar in mice of both age groups (Extended Data Fig. 10d,e). These data are consistent with the contribution of ageing-related regression of the nasopharyngeal plexus to the reduction in CSF outflow to dcLNs in aged mice.

To determine the reversibility of the regression of the nasopharyngeal plexus and reduced CSF outflow to dcLNs in aged mice, we expanded the plexus by infusing AAV9-mVEGF-C-mCherry or AAV9-mCherry controls (3 × 10^10^ gene copies) into the cisterna magna of *Prox1-GFP* mice aged 75–78 weeks (Extended Data Fig. 11a). Three weeks later, the size of the PROX1^+^ plexus in the AAV9-mVEGF-C group was 1.3-fold greater than the size in the AAV9-mCherry controls (Extended Data Fig. 11b,c). CSF outflow to the posterior nasal and nasopharyngeal plexuses in the AAV9-mVEGF-C group was confirmed by intracisternal infusion of 0.5 µm FluoSpheres (Extended Data Fig. 11d). The AAV9-mVEGF-C group had a 2.6-fold higher amount of CSF outflow to dcLNs, assessed 30 min after intracisternal infusion of TMR–dextran, compared with the AAV9-mCherry controls (Extended Data Fig. 11e). These changes in aged mice were statistically significant but less than observed in 10-week-old mice (Extended Data Fig. 8b–d).

## Functional impairment of the NPLP with ageing

To determine whether the physiological and pharmacological properties of the medial cervical lymphatics changed during ageing, we performed ex vivo functional tests on isolated, pressurized single lymphangions (Extended Data Fig. 12a) using previously described methods^36–38^. Most lymphatics near the dcLNs did not have substantial (>5 μm) spontaneous contractions at any pressure between 0.5 and 10 cmH_2_O (Extended Data Fig. 12b), as reported for other lymphatics in some regions of the mouse^36^. Segments of medial cervical lymphatics further from lymph nodes were more likely to develop spontaneous contractions (Extended Data Fig. 12c), with amplitudes of 15–20 μm and ejection fractions of 0.31–0.37 at some pressures. Similarly, most of these lymphatics developed only 5–10% spontaneous tone (Extended Data Fig. 12d), and tone did not increase with pressure, as observed in popliteal and inguinal-axillary lymphatics^36^. Most medial cervical lymphatics constricted after abluminal application of phenylephrine, and some were exquisitely sensitive (Extended Data Fig. 12e), with the threshold concentration <10 nM. In those cases, phenylephrine induced spontaneous contractions of variable amplitude (Extended Data Fig. 12e). As the lymphatics had little or no spontaneous tone, we could not assess responses to NO donors unless the vessels were preconstricted with phenylephrine. Thus, medial cervical lymphatics were exposed to increasing concentrations of phenylephrine until the constriction plateaued. The average tone achieved was around 30% of passive diameter, with a median effective concentration (EC_50_) ≈ 50 nM for phenylephrine (Extended Data Fig. 12f). Responses to the NO donor sodium NONOate were tested at this tone. The lymphatics were quite sensitive to NONOate, with IC_50_ ≈ 300 nM for adult mice (Extended Data Fig. 12g). The lymphatics of aged mice responded similarly but were slightly less sensitive to phenylephrine and sodium NONOate (phenylephrine EC_50_ ≈ 200 nM and less total dilatation for NONOate), but the differences between adult and aged mice were not statistically significant (Extended Data Fig. 12f,g).

As longitudinal intravital imaging of CSF outflow in the NPLP was not feasible, we estimated the CSF outflow from measurements of TMR–dextran in the medial cervical lymphatics over a 30 min period after intracisternal infusion (Fig. 7a). TMR–dextran fluorescence was 34.1%, 45.1% and 28.8% less in the lymphatics of aged mice at 5, 10 and 15 min compared with in the lymphatics of adult mice (Fig. 7b,c). The pattern was similar at 20 and 30 min (Fig. 7b,c). Similarly, TMR–dextran fluorescence was 59% less in the dcLNs of aged mice at 30 min (Fig. 7d,e). Despite these differences, the size of dcLNs and the extent of PROX1^+^LYVE1^+^ lymphatics within them were not significantly different in adult and aged mice (Supplementary Fig. 11a,b). Together, these findings document the reduction in CSF outflow through the atrophic nasopharyngeal plexus in aged mice. They also reveal the preservation of the structure and function of medial cervical lymphatics and dcLNs during ageing of these mice.

**Fig. 7:**
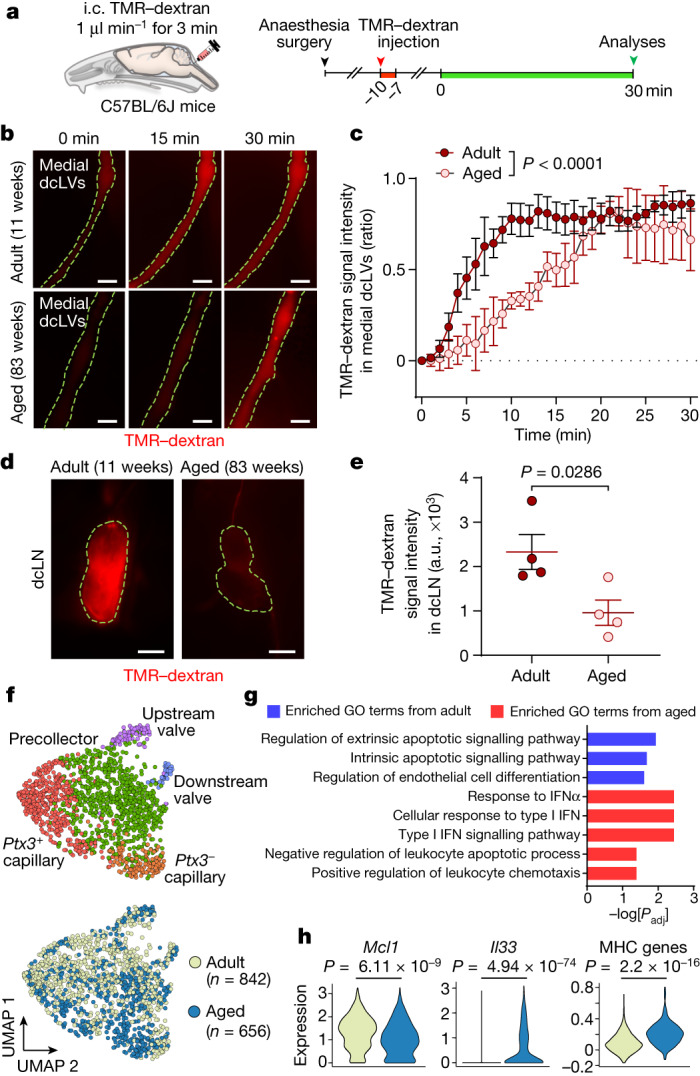
Slowed CSF outflow through the medial deep cervical lymphatics in aged mice and ageing-related transcriptomic changes in LECs of the NPLP. **a**, Diagram of the location and the experimental sequence of intracisternal infusion of TMR–dextran at 1.0 μl min^−1^ for 3 min followed by measurement of TMR–dextran fluorescence in the medial deep cervical lymphatics (medial dcLVs) and dcLNs over 30 min by intravital imaging in C57BL/6J mice. **b**–**e**, Fluorescence images (**b**,**d**) and measurements (**c**,**e**) comparing TMR–dextran fluorescence in the medial dcLVs (**b**,**c**; outlined by yellow dashed lines) and dcLNs (**d**,**e**, outlined by yellow dashed lines) of adult (aged 11 weeks) and aged (aged 83 weeks) mice over 30 min after intracisternal infusion. Scale bars, 200 µm (**b**) and 500 µm (**d**). For **c**, data are mean ± s.e.m. for *n* = 4 mice per group in four independent experiments. *P* values were calculated using two-way repeated-measures ANOVA. For **e**, each dot is the value for one mouse. *n* = 4 mice per group in four independent experiments. a.u., arbitrary units. Data are mean ±  s.e.m. *P* values were calculated using two-tailed Mann–Whitney *U*-tests. **f**, Uniform manifold approximation and projection (UMAP) plot visualizing five subclusters of LECs in the nasopharyngeal mucosa of adult (aged 10–12 weeks) and aged (aged 73–80 weeks) mice. The five subclusters of LECs are conserved in aged mice. The total number of LECs analysed was 1,498. **g**, GO analysis of the genes enriched in adult or aged mice. The list shows the top three GO terms significantly enriched in adult LECs (blue) and the top five GO terms significantly enriched in aged LECs (red). *P* values were calculated using the Benjamini–Hochberg correction method for multiple-hypothesis testing. **h**, Three example genes that were differentially expressed in adult and aged mice. *P* values were calculated using two-tailed model-based analysis of single cell transcriptomics (MAST) with Bonferroni post hoc test or two-tailed Wilcoxon rank-sum test.

## Transcriptomic changes in the NPLP with ageing

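Lymphatic endothelial cells (LECs) were isolated from the pooled nasopharyngeal mucosa of 30 adult mice of both sexes (aged 10–12 weeks), sorted as CD31+PDPN+ cells into wells and sequenced by Smart-seq3, a plate-based method that builds a library from the full-length cDNA of each cell. The authors aligned the reads to mm10, counted them per gene, removed low-quality cells and deposited a matrix of normalized values with 23168 genes and 842 adult cells, from 1536 wells listed. Aged mice were not analysed here. Within every cell the exponential of each value minus 1 summed to 10000 over all genes, so the values are the natural log of 1 plus reads per 10000, and whole reads were recovered from 100% of the values above 0 (within 0.01 reads). Total reads per cell lay between 7433 and 3524358 with a median of 350746, and genes per cell between 2001 and 7236 with a median of 4186.5. Cells with more reads had more genes (Spearman's rho of 0.82 across cells, which are not independent replicates), so shares of cells with a low gene depend on depth. The column names show neither mouse nor plate, so all adult cells were treated as 1 sample, with no p-value. Standard deviations over cells describe these cells only, and the 95% exact (Clopper–Pearson) intervals of shares cover counting error only. The libraries were made as single-cell libraries, with sorted cells placed into each well, and no doublet caller was run.

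**Figure D1:**
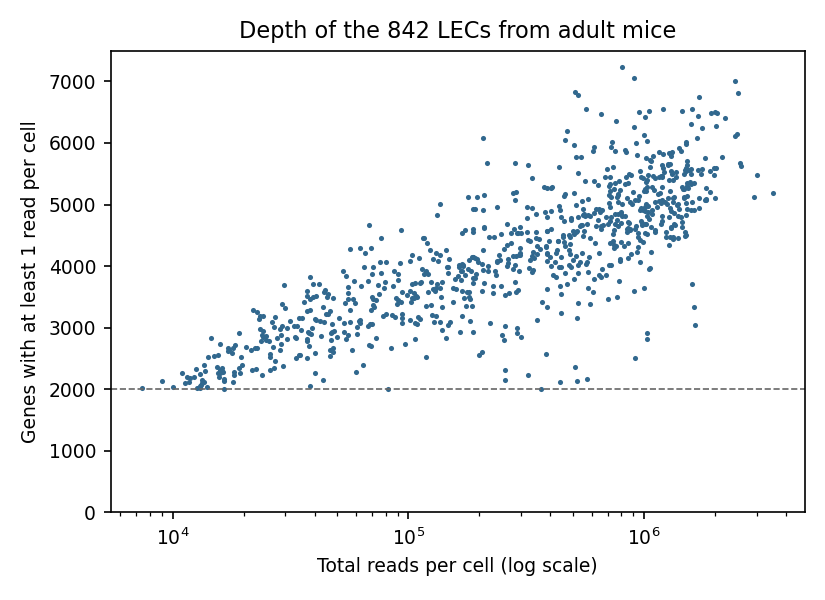
Genes with at least 1 read against total reads (log scale) for each of the 842 LECs of adult mice, 1 point per cell, with the filter at 2000 genes as a dashed line. The points run from 7433 reads to 3524358 reads and all lie above the line.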

To gain further insights into ageing-related changes in lymphatic endothelial cells (LECs) of the nasopharyngeal plexus, we performed single-cell RNA-sequencing (scRNA-seq) analysis of LECs isolated from the nasopharyngeal mucosa of adult (aged 10–12 weeks) and aged (aged 73–80 weeks) mice. Unsupervised clustering analysis of 842 single cells from 30 adult mice revealed five distinct clusters of LECs (Extended Data Fig. 13a). 

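The adult cells were clustered with the steps given in the methods, with 2000 variable genes, 4 regressed variables and 15 principal components. The paper's text does not name the resolution of the Louvain algorithm. At the default resolution of 0.8 there were 7 clusters, and over 40 resolutions from 0.05 to 2 the number ran from 1 to 12. Only the resolutions 0.5 and 0.55 gave 5 clusters. The partition at 0.5 had 291, 267, 194, 49 and 41 cells in clusters 1 to 5, and is used below for values per cluster. Mean silhouette width, which is 1 for fully separate groups and near 0 for groups that touch, was 0.148, 0.0116, 0.0932, 0.330 and 0.113 in clusters 1 to 5 and 0.101 over all cells. In 20 random subsets with 80% of the cells, the same resolution gave 5 clusters in 12 subsets and 4 clusters in 8. The adjusted Rand index of the subset clusters against those of all cells, which is 1 for identical groups, had a median of 0.523 (lowest 0.404, highest 0.739). At the default resolution, 2 of these subsets gave 7 clusters, 12 gave 6 and 6 gave 5, with a median index of 0.532 (lowest 0.414, highest 0.674). No subset gave more clusters than all cells did at the same resolution. Every subset also had fewer cells, so fewer cells and unstable groups cannot be told apart as reasons for the lower numbers. Among the other settings at the default resolution and the resolutions 0.2, 0.4, 0.6, 1 and 1.2, a resolution of 0.2 moved the number of clusters most, to 3.

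**Figure D2:**
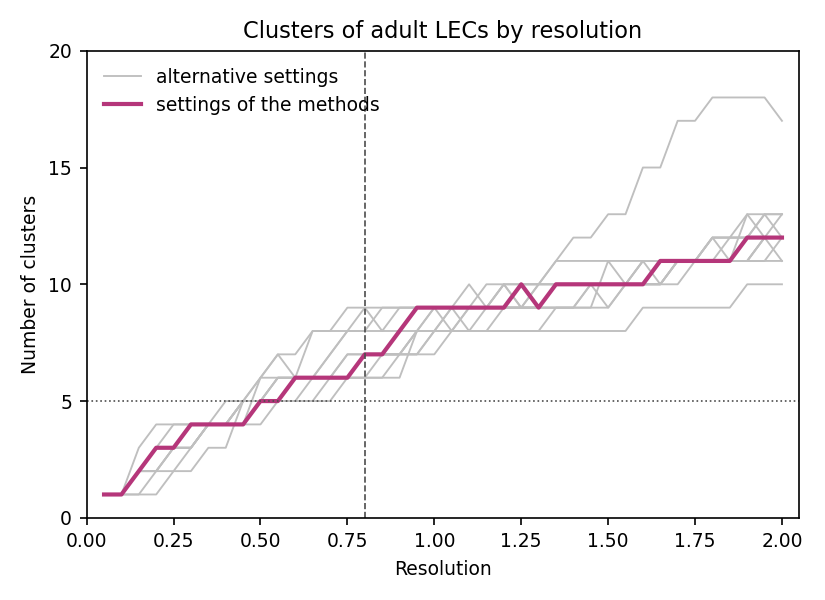
Number of clusters of adult LECs against resolution with the settings of the methods (thick line) and with alternative settings (thin lines). The dotted line marks 5 clusters and the dashed line the default resolution of 0.8, where the thick line stands at 7 clusters.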

Five subclusters were distinguished according to their differential gene expressions and were annotated by expression of known LEC subtype marker genes (Extended Data Fig. 13b). 

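For each cluster of adult LECs, the ratio of mean reads per 10000 plus a pseudocount of 1 was taken against all other cells on the log2 scale, over genes found in at least 30% of the cells of the cluster. The same genes helped to form the clusters, so the ratios describe the clusters and are no independent evidence for them. Cluster 1 was led by *Slco2b1* (log2 ratio 0.73), *C3* (0.65) and *Lyve1* (0.61), with 43 genes at a log2 ratio of at least 0.3. In cluster 2, *Igfbp5* (2.52), *Clca3a1* (1.53) and *Apoe* (1.46) led 209 such genes. Cluster 3 had *Gm525* (2.97), *Aqp1* (2.85) and *Stab2* (2.37) at the top of 316 genes. Cluster 4 had *Cyp4b1* (2.73), *Fndc1* (2.66) and *Ucp2* (2.49) at the top of 474 genes. Cluster 5 was led by *Gdf15* (2.87), a stress-response gene, followed by *Plat* (2.62) and *Gsn* (2.46), among 496 genes. Both the numbers and the leading genes depend on the measure. With a pseudocount of 0.1, cluster 1 had 359 genes, and of the 5 leading genes of each cluster 2 stayed among the leading 5 in clusters 2, 3 and 5 and 3 in clusters 1 and 4. By the difference of mean natural log values, 2 of 5 stayed in cluster 1, 4 in cluster 2, 5 in cluster 3 and 3 in clusters 4 and 5. Marker lists fixed before the data were examined named cluster 3 *Ptx3*+ capillary-like with 6 of 6 markers raised, cluster 4 *Ptx3*- capillary-like with 4 of 5, and cluster 5 valve-like with 5 of 7. Clusters 1 and 2 had at most 2 markers of any list raised and stayed unnamed. The names are rebuilt from the matrix and may differ from those of the study.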

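*Cdh5* (chromosome 8 of GRCm38, 104101625 to 104144511) encodes VE-cadherin, and *Prox1* (chromosome 1, 190118035 to 190170714) encodes a transcription factor of LECs. *Cdh5* was found in 99.2% of the adult cells (95% interval 98.3 to 99.7), at a mean of 1.77 ± 0.628 (natural log scale, SD over cells). Over the 5 clusters its mean was highest in cluster 3 (2.04 ± 0.531) and lowest in cluster 5 (1.48 ± 0.5995). The lowest share of cells with *Cdh5* was 98.1%, in cluster 2. *Prox1* was found in 97.7% of the adult cells (96.5 to 98.6), at a mean of 1.64 ± 0.700. Its mean was highest in cluster 5 (2.01 ± 0.648) and lowest in cluster 3 (1.57 ± 0.760), where the share of cells was also lowest at 95.4% (91.4 to 97.9). With only values above 1 counted as found, the lowest shares were 73.2% for *Cdh5* and 80.1% for *Prox1*. Exons of *Prox1* overlap those of *Prox1os* on the other strand, and the use of strand in counting is not stated.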

The pan-endothelial cell marker *Cdh5* was highly expressed in all of the clusters, as was the pan-LEC marker, *Prox1* (Extended Data Fig. 13c). The clusters were annotated as *Ptx3*^+^ capillary LECs (*Ptx3*^+^*Stab2*^+^), *Ptx3*^−^ capillary LECs (*Fndc1*^+^*Ptn*^+^)^39^, precollecting LECs (*Foxp2*^+^*Lyve1*^+^), upstream-valve LECs (*Cldn11*^+^*Gja4*^−^) and downstream-valve LECs (*Cldn11*^+^*Gja4*^+^)^40^ (Extended Data Fig. 13c). 

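In the 5-cluster partition of adult LECs, *Ptx3* (chromosome 3 of GRCm38, 66219910 to 66225805) was found in 40.2% of cluster 3 (33.2 to 47.5), at a mean of 0.321 ± 0.533, and in 10.5% to 16.5% of the other clusters. *Stab2* (chromosome 10, 86841198 to 87008025), whose exons overlap *Gm16268* on the other strand, was found in 93.3% of cluster 3 at a mean of 2.03 ± 0.979. *Fndc1* (chromosome 17, 7738569 to 7827302) was found in 95.9% of cluster 4 (86.0 to 99.5) at a mean of 2.12 ± 0.810. *Ptn* (chromosome 6, 36714929 to 36810220) was found in 57.1% of cluster 4 (42.2 to 71.2) and in 45.7% of cluster 2 (39.6 to 51.9). *Foxp2* (chromosome 6, 14901349 to 15441977) had its highest mean in cluster 2, at 0.660 ± 0.612 with 78.7% of cells. *Lyve1* (chromosome 7, 110850607 to 110863239) had its highest mean in cluster 4, at 3.48 ± 0.638 with 100% of cells, against 1.89 ± 1.49 in cluster 1 and 0.622 ± 0.981 in cluster 2. *Cldn11* (chromosome 3, 31149920 to 31164324) was found in 73.2% of cluster 5 (57.1 to 85.8) at a mean of 1.37 ± 1.11. *Gja4* (chromosome 4, 127311421 to 127314039) had its highest mean in cluster 2, at 0.843 ± 0.980, and was found in 36.6% of cluster 5. At the default resolution, 24 cells of cluster 2 formed a valve-like cluster with a *Gja4* mean of 1.60 ± 1.22 and a *Cldn11* mean of 1.07 ± 1.17, beside the valve-like cluster of 41 cells with a *Gja4* mean of 0.329 ± 0.742. With the 8 genes left out of the clustering, each had its highest mean in the cluster nearest to its leading cluster above, in 8 of 8 cases. The match is to the 5-cluster partition and not to the paper's names. *Lyve1* was again highest in the *Ptx3*- capillary-like cluster, and *Foxp2* and *Gja4* in an unnamed cluster. Cluster sizes hardly changed without these genes (295, 268, 192, 47 and 40 cells), so this was a weak test. From the expression of these marker genes the paper annotates the clusters as subtypes of LECs.

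**Figure D3:**
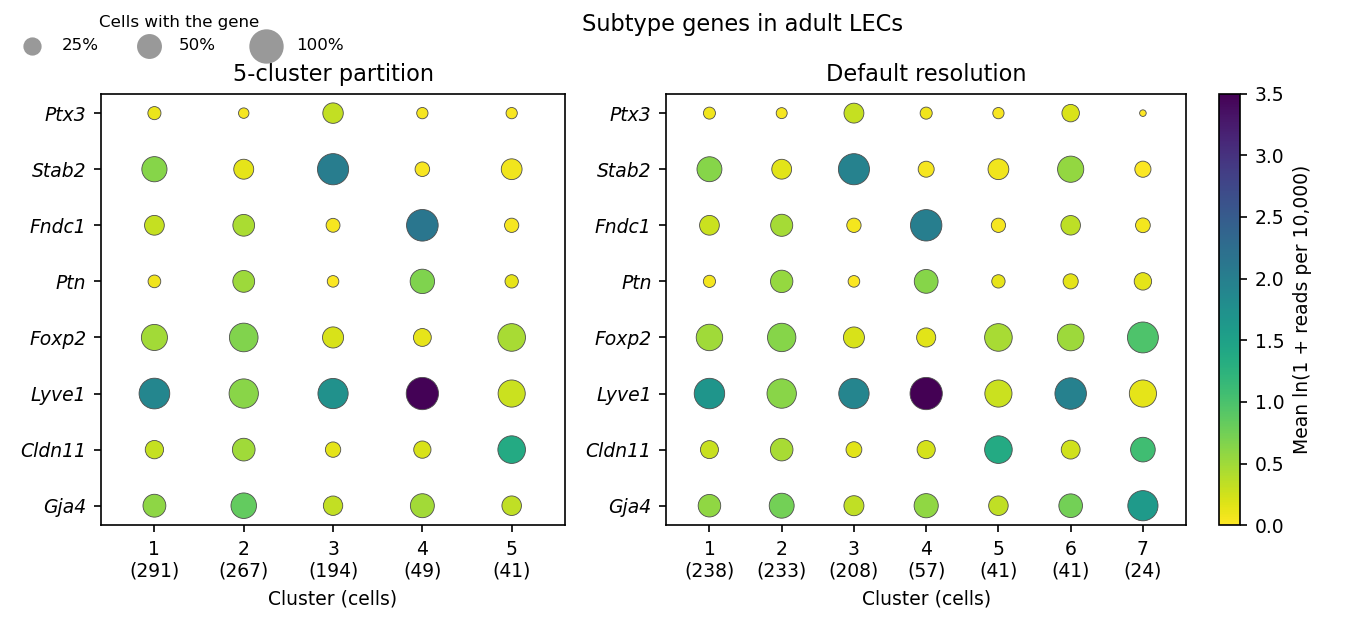
Mean value (colour, natural log of 1 plus reads per 10000) and share of cells with the gene (dot area) for the 8 subtype genes in each cluster of adult LECs, in the 5-cluster partition (left) and at the default resolution (right), with the number of cells in brackets. *Gja4* is highest in cluster 2 on the left (0.843) and in the 24-cell cluster 7 on the right (1.60).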

Unexpectedly, the proportion of *Ptx3*^+^ capillary LECs, considered to be immune-interacting LECs^39,41^, was greater than the proportion of *Ptx3*^−^ capillary LECs. 

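In the 5-cluster partition, 194 of 842 adult cells (23.0%, 95% interval 20.2 to 26.0) lay in the *Ptx3*+ capillary-like cluster and 49 (5.82%, 4.34 to 7.62) in the *Ptx3*- capillary-like cluster. The intervals do not overlap, but they leave out differences between mice, which cannot be measured here. They also leave out the naming rule, under which 558 cells (66.3%) lay in unnamed clusters. Cluster 1, with 291 of these cells, had 2 *Ptx3*- markers raised (*Reln* and *Ccl21a*), and the rule asks for at least 3. It also had 2 precollecting markers raised (*Lyve1* and *Fgl2*). The size of the gap between the shares therefore depends on this rule. *Ptx3*+ cells outnumbered *Ptx3*- cells under 11 of 13 clustering settings, and at the default resolution, a comparison made after the data had been seen, under 10 of 13, with 1000 variable genes, Leiden and jointly drawn module scores as the exceptions. In the 5-cluster partition the order was reversed with 1000 variable genes (18.6% against 37.3%) and with only cells of at least 3000 genes (19.7% against 38.3%), where a further large cluster met the rule for the *Ptx3*- name. It was also reversed when each cell outside the valve-like cluster was called by its own *Ptx3* reads (19.0% against 76.1%), a call that places all other cells without *Ptx3* reads among the *Ptx3*- cells. Without clusters, *Ptx3* was found in 19.6% of all cells, *Stab2* in 57.8%, *Fndc1* in 38.1% and *Ptn* in 27.0%. The paper describes *Ptx3*+ capillary LECs as cells considered to interact with immune cells.

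**Figure D4:**
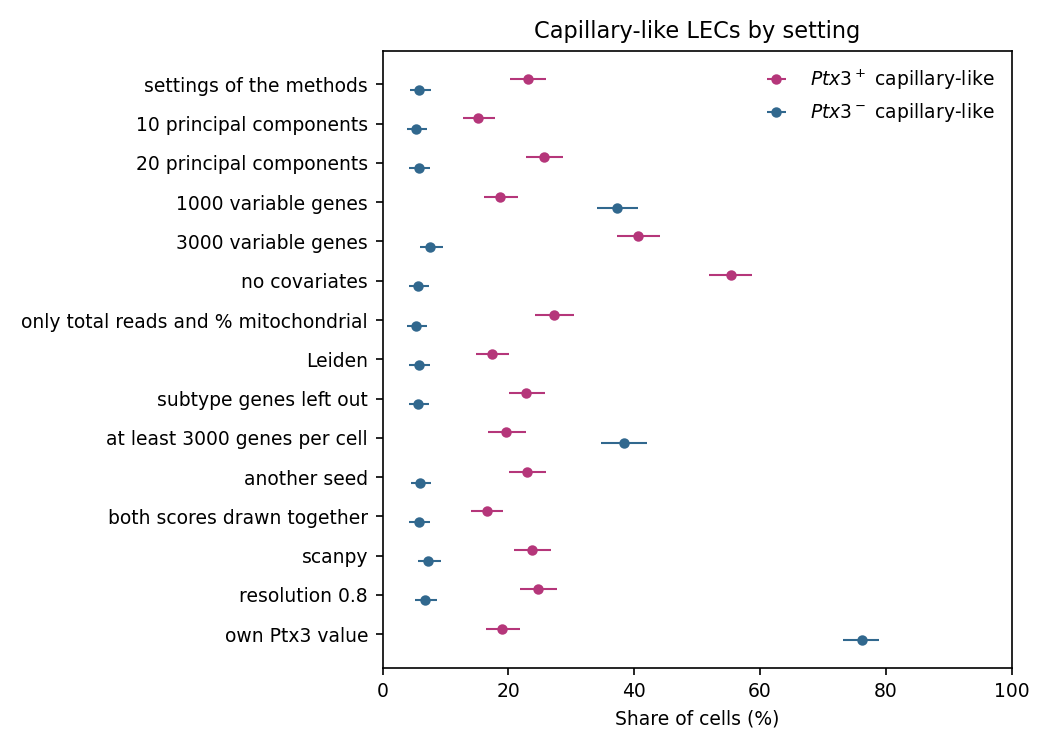
Share of adult cells called *Ptx3*+ and *Ptx3*- capillary-like under each setting, with 95% exact intervals for counting error. The *Ptx3*- share is the larger with 1000 variable genes, with at least 3000 genes per cell and by the own *Ptx3* value of each cell, a call that uses the clusters only to leave out the 41 valve-like cells.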

The greater abundance of *Ptx3*^+^ LECs than *Ptx3*^−^ LECs in the nasopharyngeal plexus was confirmed by immunofluorescence staining for PTX3 (Supplementary Fig. 12a,b). These transcriptomes were compared to those of 656 single LECs isolated from the nasopharyngeal mucosa of 25 aged mice. No difference was found in the five subclusters of LECs from adult and aged mice (Fig. 7f). However, heat-map and Gene Ontology (GO) analyses revealed that genes related to the apoptosis regulation and endothelial differentiation pathways in LECs were enriched more in adult mice compared with in aged mice (Fig. 7g and Extended Data Fig. 14a). By comparison, genes related to the response to type I interferon and regulation of leukocyte apoptosis and chemotaxis were enriched more in aged mice compared with in adult mice (Fig. 7g and Extended Data Fig. 14a). Moreover, expression of *Mcl1*^42^ (anti-apoptotic gene) expression was lower in LECs of aged mice. 

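Only the adult cells were analysed here, so no difference with age was computed. *Mcl1* (chromosome 3 of GRCm38, 95658788 to 95663176) was found in 801 of the 842 adult cells (95.1%, 93.5 to 96.5), at a mean of 1.32 ± 0.705 on the natural log scale (SD over cells). With cells thinned to 20000 reads each, which left out 51 cells, it was found in 88.0%. *Mcl1* is on the list of dissociation-induced genes used here, and its mean was 1.63 ± 0.618 in the 211 cells with the highest mean over the other 126 genes of that list and 0.931 ± 0.692 in the 211 cells with the lowest.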

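In the adult cells, *Il33* (chromosome 19 of GRCm38, 29925114 to 29960718) was found in 15.6% (13.2 to 18.2), at a mean of 0.122 ± 0.393. *Irf7* (chromosome 7, 141262706 to 141266481), whose exons overlap *Phrf1* on the other strand, was found in 31.8% (28.7 to 35.1) at a mean of 0.264 ± 0.557. *Zbp1* (chromosome 2, 173206612 to 173218923) was found in 23.9% (21.0 to 26.9) at a mean of 0.175 ± 0.424. *Ifitm2* (chromosome 7, 140954837 to 140955987) was found in 99.0% at a mean of 1.39 ± 0.531, and its exons overlap *Gm45717* on the same strand. *Ifitm3* (chromosome 7, 141009586 to 141010770) was found in all 842 cells at a mean of 3.92 ± 0.687. Reads of *Ifitm2* and *Ifitm3*, which are paralogs, can be split between them by the counting. The Mhc genes are not listed in the paper's text. Over 9 genes listed as class I with *B2m* (*H2-K1*, *H2-D1*, *H2-Q4*, *H2-Q6*, *H2-Q7*, *H2-T22*, *H2-T23*, *H2-M3* and *B2m*) the mean was 1.64 ± 0.429. Over 6 genes listed as class II with *Cd74* (*H2-Aa*, *H2-Ab1*, *H2-Eb1*, *H2-DMa*, *H2-DMb1* and *Cd74*) it was 0.0562 ± 0.241, with the same limit for paralogs and for the overlaps of *H2-Q4*, *H2-T22*, *H2-DMa* and *Cd74* with other genes. Each of these 6 genes had a higher mean in the *Ptx3*+ capillary-like cluster than in the other cells. *Cd74* had a mean of 0.329 there against 0.0457, and *H2-Ab1* 0.245 against 0.0330. Even in that cluster *Cd74* was found in only 24.2% of cells. At 20000 reads per cell, *Il33* was found in 10.7%, *Irf7* in 22.1% and *Zbp1* in 16.4%. At the default resolution, 41 cells formed a cluster led by interferon genes. *Irf7* had a mean of 1.01 ± 0.893 in that cluster and 0.226 ± 0.506 in the other cells, and *Zbp1* 0.758 ± 0.703 and 0.145 ± 0.382. *Ifitm2* hardly differed (1.39 in both). Such differences follow in part from how the cluster was formed. Aged cells were not analysed here.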

Expression levels of *Il33*, Mhc genes, *Irf7*, *Ifitm2*, *Ifitm3* and *Zbp1*, which are related to inflammation and the type I IFN signalling pathway^43,44^, were also higher in LECs of aged mice (Fig. 7h and Extended Data Fig. 14b). Overall, nasopharyngeal plexus LECs from aged mice had higher expression of pro-apoptotic and pro-inflammatory genes, which is a common feature of vascular ageing^33^.

As the next step, we sought to determine whether upregulation of type I interferon signalling promotes regression of lymphatics in the NPLP and reduces CSF outflow to dcLNs by testing the effect of blocking interferon receptor signalling in aged mice (Extended Data Fig. 15a). However, no differences were detected in the morphology of the plexus or CSF outflow to dcLNs after an anti-mouse interferon α/β receptor subunit 1 (IFNAR-1)-blocking antibody was injected intraperitoneally (i.p.) into aged mice every 3 days for 6 weeks (Extended Data Fig. 15b–e). Despite the absence of changes in these readouts, the IFNAR-1-blocking antibody markedly reduced cyclic guanosine monophosphate-adenosine monophosphate (cGAMP)-stimulated mRNA expression of the interferon-stimulated genes *Oas2* and *Mx2* in nasopharyngeal tissues, thereby confirming the efficacy of the antibody (Extended Data Fig. 15f,g). Future experiments could address the issue of whether inhibition of type I interferon signalling for periods longer than 6 weeks can reduce plexus atrophy and increase CSF drainage in aged mice.

## Discussion

Our study identified the NPLP as a hub for CSF outflow. This lymphatic plexus was found to have unusual valves, short lymphangions and no smooth-muscle coverage. CSF from anterior and middle cranial regions of the subarachnoid space, including the pituitary gland, cavernous sinus and cribriform plate, drained through this lymphatic plexus to the dcLNs. Medial cervical lymphatics from the NPLP were found to be the largest drainage route for CSF to dcLNs. In contrast to the lymphatics in the plexus, medial cervical lymphatics had semilunar valves and smooth-muscle coverage typical of lymphangions that pumped towards lymph nodes. CSF outflow through the plexus and medial cervical lymphatic route downstream was on average 180% greater than through the lateral route from the basolateral dural lymphatics. The CSF outflow through the medial route was modulated by α-adrenergic activation and NO signalling in the lymphatic smooth muscle. Importantly, this feature was preserved during ageing, even when the nasopharyngeal plexus had atrophied, was functionally impaired and had LECs with pro-inflammatory changes in gene expression. Overall, the study highlights the importance of nasopharyngeal lymphatics and the transport properties of medial cervical lymphatics in CSF drainage. The study also highlights the potential for exploiting the sustained pharmacological responsiveness of medial cervical lymphatics to increase CSF outflow when clearance is impaired by ageing. These nearly inaccessible lymphatics can be functionally manipulated through drug effects on enhancing CSF transport.

Lymphatics are abundant in all regions of the upper respiratory tract, including the nose, nasopharynx and trachea^45,46^. They are also abundant in the hard and soft palates and other parts of the oral cavity. Despite this widespread presence of lymphatics, our study revealed that the lymphatics in the nasopharynx preferentially function as a route for CSF outflow to dcLNs. The nasopharynx is close to the cribriform plate and sphenoid bone, where cranial nerves I to VI exit the skull foramina. CSF outflow is known to drain through lymphatics in cranial nerve sheaths en route to lymph nodes in the neck^2,5,17,20,24,25,47,48^. Although we identified three upstream regions of lymphatics that connect to the nasopharyngeal plexus, additional lymphatics in cranial nerve sheaths contribute to CSF drainage^24^. Overall, these findings are consistent with a recent report^16^.

Cervical lymphatics are thought to be responsible for around 50% of CSF outflow to cervical lymph nodes^3,12,17^. The remainder of CSF outflow drains from the spinal cord to mediastinal, iliac and sacral lymph nodes^14,24,49^, or through perivascular spaces^3^, although lymphatics can contribute to the latter. Here we revealed that the nasopharyngeal/medial cervical lymphatic route carries more CSF than the basolateral dura/lateral cervical lymphatic route. For this reason, we consider the NPLP to be an important route for CSF outflow, particularly from the base of the skull. Our findings also documented the importance of the lymphangion-pumping action of medial cervical lymphatics in the regulation of CSF outflow from the skull anteriorly, whereas the lateral route has a similar role for CSF outflow from the dural lymphatics posteriorly.

We also found that CSF outflow is actively regulated by adrenergic and NO signalling in lymphatic smooth muscle. Although most medial cervical lymphatics examined ex vivo did not have appreciable tone or spontaneous contractions, as is typical of lymphatics from other regions ex vivo^50^, they were highly sensitive to phenylephrine. As a consequence, noradrenaline from sympathetic innervation and circulating catecholamines could increase tone and reactivity of these lymphatics. Indeed, the results indicate that the lymphatics have around 50% basal tone in vivo, which would enable NO donors to promote dilatation in the absence of exogenous phenylephrine. Importantly, our findings demonstrate that CSF drainage to dcLNs can be increased by topical application of a low concentration of phenylephrine or sodium nitroprusside to deep cervical lymphatics. However, pharmacological manipulation of deep cervical lymphatics in clinical applications would require less invasive approaches, such as innovative drug targeting or delivery methods. Methodological advancements could also enable measurement of the dynamics of deep cervical lymphatics in vivo. Nonetheless, the findings provide proof of concept for increasing CSF outflow by pharmacological manipulation of deep cervical lymphatics.

Among the limitations of our study, deep anaesthesia and removal of neck musculature were required to expose the nasopharynx and medial cervical lymphatics, both of which could alter the physiological dynamics of CSF drainage. Another potential limiting factor is the effect of surgical interventions on CSF drainage through lymphatics to the nasopharyngeal plexus, because cerebral blood flow and vascular pulsation contribute to CSF circulation, which in turn influences CSF outflow^51^. Although the imaging methods used were very informative, more advanced intravital imaging methods such as synchrotron X-ray imaging with CSF tracers could reveal additional features of the dynamics of CSF drainage through the nasopharyngeal plexus and medial cervical lymphatics under physiological conditions. The nasopharyngeal plexus expanded in response to VEGF-C overexpression and regressed naturally during ageing but could not be selectively ablated in mice in loss-of-function studies performed to determine the adaptability of other routes for CSF clearance.

The decrease in CSF outflow with ageing is reported to result from reduced CSF production, changes in intracranial circulation and impaired lymphatic efflux^20,21,26,52–54^. Although multiple factors can reduce lymphatic efflux, our findings indicate that ageing-related atrophy and molecular alterations in LECs of the nasopharyngeal plexus contribute to the reduction in CSF outflow. The most prominent alterations in aged mice were apoptosis and regression of LECs in the dorsal side of the plexus, which is the first destination of CSF outflow. The plexus also had fewer valves in aged mice. Although the mechanism of the ageing-related changes in lymphatics is unclear, contributing factors could be continuous exposure to metabolites and substances (for example, phosphorylated tau) from the brain. Further studies are warranted to identify the mechanisms underlying the alterations and to develop methods for their prevention and reversal. As the downstream deep cervical lymphatics were unchanged in aged mice, they are potential targets for pharmacological manipulation to increase CSF outflow under pathological conditions.

Despite technical challenges, sufficient LECs were isolated from the nasopharyngeal mucosa of adult and aged mice for meaningful scRNA-seq analysis. Typical of LECs of other organs^39,55^, nasopharyngeal lymphatics were found to have five distinct subclusters. The subcluster of *Ptx3*^+^ capillary LECs in the plexus was larger than in other organs^39^, raising the possibility of greater changes in inflammation or immune surveillance^39,41^. Genes related to inflammation and type I interferon signalling^43,44^ were enriched in aged LECs from the plexus, which is considered to be a hallmark of vascular ageing^33^ and is consistent with findings of a previous study^21^ in aged dural lymphatics.

Dysregulation of CSF outflow through dural lymphatics is reported to exaggerate the phenotype in models of Alzheimer’s disease^21,23^ and to delay recovery after experimental stroke^56^ or traumatic brain injury^57^. Despite the clinical relevance, the contribution of dural lymphatics to the severity of experimental autoimmune encephalomyelitis, an animal model of multiple sclerosis, is controversial. Some evidence^22^ indicates that the severity can be alleviated by reducing dural lymphatics, but more recent studies^58,59^ report little or no beneficial effect. Expansion of the dural lymphatic network with VEGF-C can increase resistance to glioblastoma progression by promoting immunosurveillance against the tumour^60^. These diverse activities illustrate that lymphatics not only contribute to CSF clearance but also to central nervous system immune surveillance, immune cell turnover, and other normal and pathological processes.

Overall, our findings emphasize the importance of the NPLP as a hub for CSF outflow and highlight the potential for increasing CSF outflow under pathological conditions by pharmacological activation of enhancing CSF transport through medial cervical lymphatics.

## Methods

### Study approval

All animal care and experimental procedures were approved by Institutional Animal Care and Use Committees of the Korea Advanced Institute of Science and Technology (KAIST) (KA2023-014-v1) and the University of Missouri (9797) for the mice and the Korea Research Institute of Bioscience & Biotechnology (KRIBB-AEC-22237) for the primates.

### Animals

C57BL/6J mice (aged 8 to 12  weeks) were purchased from DBL or from JAX. Aged C57BL/6J mice (aged 73 to 102 weeks) were purchased from the Animal Center of Ageing Science of Korea Basic Science Institute or from JAX. *Prox1-GFP* mice^18^ (aged 8 to 12 weeks (adult) and 73 to 102 weeks (aged)) were bred and maintained under specific-pathogen-free conditions at KAIST. All of the mice fed with ad libitum access to a standard diet and water were bred under a 12 h–12 h light–dark cycle at 23–24 °C and 40–60% humidity. Mice of both sexes were used for all of the experiments. Mice were anaesthetized by i.p. injection of a mixture of anaesthetics (80 mg per kg ketamine and 8 mg per kg xylazine) or urethane (1.5 mg per kg) before or during being the procedures. The heart and respiratory rates of the mice were measured using a physiological monitoring system (75-1500, Harvard Apparatus). The body temperature was maintained at 36.5–37.5 °C during the entire surgical and imaging procedures. All experiments were performed during the light period. The head and neck portions of the primate (*M. fascicularis*, aged 6–13 years) were collected during autopsy at the National Primates Center of KRIBB.

### Intravital imaging of CSF outflow from the nasopharynx to deep cervical lymphatics

To acquire intravital images of CSF outflow in the nasopharynx, and deep cervical lymphatics and lymph nodes, 3 μl of PBS containing TMR–dextran (10 kDa, 50 mg ml^−1^ or 70 kDa, 25 mg ml^−1^; Invitrogen, D1816) was infused at 1.0 μl min^−1^ for 3 min into the intracranial cavity through the cisterna magna of *Prox1-GFP* or C57BL/6J mice. To begin this procedure, an anaesthetized mouse was placed into the prone position on a stereotaxic frame under a surgical microscope. The head was adjusted to a 90° angle to the body axis with the help of a mouthpiece to facilitate access to the cisterna magna. After a skin incision in the midline of the posterior neck, the muscle layers were carefully separated with microscissors. The atlanto-occipital membrane overlying the cisterna magna was superficially penetrated using a 33-gauge NanoFil needle (World Precision Instruments) and then 3 μl of PBS containing TMR–dextran was infused into the subarachnoid space at 1 μl min^−1^ for 3 min using a micro-syringe (88000, Hamilton) and a micro-infusion machine (Fusion 100, Chemyx). The needle was left in the position for 10 min and slowly removed from the mouse to prevent a CSF leakage. The muscle layers and neck skin were then sutured with 6-0 black silk (Ailee, SK617). Alternatively, an i.h. infusion was made. To set up this procedure, a small hole was drilled at the medial–lateral axis 1 mm and anterior–posterior axis −1.5 mm relative to the bregma after exposure of the skull on a stereotaxic frame. A custom-made glass pipet (diameter, 20 μm) connected to a PE-20 catheter was inserted to a depth of 2 mm. PBS (300 nl) containing TMR–dextran was infused into the hippocampus at a rate of 100 nl min^−1^ for 3 min using a micro-syringe and a micro-infusion machine. After the infusion, the glass pipet was left in place for 5 min to prevent backflow and then slowly removed. The hole was sealed with a mixture of resin and superglue. After the infusion, the abdominal aorta was cut to remove the blood, and the sternocleidomastoid and omohyoid muscles were dissected and retracted under a surgical microscope (SZX16, Olympus) after a midline incision of the neck skin was made. In this step, exsanguination was required for precise imaging to prevent blood from the massive dissection of neck muscles from obscuring the image field. The dcLNs on the longus collis muscle and lateral cervical lymphatics on the scalene muscle were then carefully exposed. By dissection of the space between the pharyngeal muscle and the digastric muscle, the medial cervical lymphatics adjacent to the hypoglossal nerve was exposed. Further dissections in the cephalic direction were made to obtain vital imaging from the nasopharynx to medial cervical lymphatics and from jugular foramen to lateral cervical lymphatics. To ensure proper placement, a 24-gauge polyethylene catheter (Angiocath Plus, BD, 382412) was inserted into the jugular foramen. To directly access the nasopharynx, the lower mandible was removed and the soft palate was peeled off. TMR–dextran outflow through the NPLP was then captured from the ventral and dorsal sides of the nasopharynx. Intravital images of the indicated region were captured using a fluorescence stereo zoom microscope (AxioZoom V16, Carl Zeiss) with a Plan-Neofluar Z ×1.0 objective lens with a HE-GFP or Cy3 filter (Carl Zeiss). The entire procedure of this perimortem imaging was performed within 5 min after cutting the abdominal aorta.

### Intracisternal delivery of FluoSphere microbeads, AAV-VEGF-C delivery, ligation of deep cervical lymphatics and pharmacological treatments

A total of 3 μl of FluoSphere microbead solution (diameter, 0.5 µm; polystyrene, carboxylate-modified surface, red fluorescent (580/605), 2% solids 98% dry weight, Thermo Fisher Scientific, F8887) or 3  μl of Texas-Red-conjugated ovalbumin (5 mg ml^−1^, O23021, Thermo Fisher Scientific) was infused at 1.0 μl min^−1^ for 3 min into the subarachnoid space of *Prox1-GFP* mice at the cisterna magna. Subsequently, the head was collected for the histological analysis as described in the ‘Tissue preparation for histological analysis’ section below. A total of 3 μl of AAV9-VEGF-C-mCherry (AAV9-275994-mCherry, Vector Biolabs) or AAV9-mCherry (7107, Vector Biolabs), with a concentration of 1 × 10^13^ gene copies per ml in PBS was infused into the subarachnoid space of *Prox1-GFP* mice at the cisterna magna at 1 μl min^−1^ over 3 min. At 3 weeks after infusion, TMR–dextran was similarly infused and its fluorescence was subsequently measured in the dcLNs. Thereafter, the nasopharynx, diaphragm and dura were removed for histological analysis. To determine which side of deep cervical lymphatics was more responsible for CSF outflow, either the medial or lateral cervical lymphatics was ligated with 10-0 polypropylene suture (W2794, Ethicon) after neck muscle dissection in 10-week-old *Prox1-GFP* mice. The same operation without the ligation was performed for the sham control group. Then, 24 h later, intravital imaging was performed after i.h. infusion of TMR–dextran. To examine the effects of pharmacological agents on CSF outflow through the deep cervical lymphatics or to the dcLNs, the medial cervical lymphatics were exposed and immersed with 100 μl of PBS after intracisternal infusion of TMR–dextran. After baseline imaging for 3 min, phenylephrine (10 nM, 1 μM, 50 μM, 500 μM or 5 mM), sodium nitroprusside (3 μM, 30 μM or 25 mM) or nothing in 100 μl of PBS was topically applied for 3 min, followed by washing with PBS. The diameter and TMR–dextran fluorescence of deep cervical lymphatics were then measured for 20–30 min. TMR–dextran fluorescence was also measured in the dcLNs at 30 min after the intracisternal infusion of TMR–dextran. All values were normalized to the mean baseline value.

### Long-term blocking of interferon type I signalling

Aged *Prox1-GFP* mice (aged 70–88 weeks) received i.p. injection of 200 µg of anti-interferon type I signalling blocking antibody (anti-IFNAR-1 antibodies; anti-mouse interferon α/β receptor subunit 1 antibodies, BE0241, BioXcell) or 200 µg mouse IgG isotype control (BE0083, BioXcell) every 72 h for 6 weeks. The blocking effects of the antibody were validated by measuring mRNA expression of the interferon-stimulated genes *Oas2* and *Mx2* in the nasopharyngeal tissue of adult (aged 10–14 weeks) C57BL/6J mice. The mice were pretreated with 200 µg of anti-IFNAR-1 antibodies or IgG, 1 h before i.p. administration of 2′3′-cGAMP (300 µg, TLRL-NACGA23-5, InvivoGen) or PBS, and the tissues were collected 4 h later for analysis.

### Tissue preparation for histological analysis

To acquire the sagittal sectioned image (for Fig. 1b), at 60 min after intracisternal infusion of TMR–dextran, the head and neck of a *Prox1-GFP* mouse were cut at the C2 vertebrae level and sampled immediately after cutting the abdominal aorta to remove blood. The sample was then cut along the sagittal plane in half with a blade and images were captured without fixation using a fluorescence stereo zoom microscope (AxioZoom V16, Carl Zeiss) with a Plan-Neofluar Z ×1.0 objective lens with a HE-GFP or Cy3 filter (Carl Zeiss). For immunofluorescence staining analyses, after right atrium puncture, ice-cold PBS was perfused into the left ventricle to remove blood. Then, 4% paraformaldehyde (PFA) solution was injected through the left ventricle to fix the tissues. For whole-mount preparations, the dcLNs and the attached afferent lymphatics were sampled with the surrounding muscles. The nasopharyngeal mucosa was isolated by removing the surrounding skull, nerves and soft tissues using a fine forceps and surgical microscissors under a surgical microscope. The collected tissues were post-fixed with 2% PFA solution for 2 h at 4 °C. For the cryo-section of the mouse head, the head was submerged into 2% PFA solution for 12 h at 4 °C for post-fixation. Subsequently, the samples were immersed in 0.5 M EDTA solution for 48 h at 4 °C for decalcification, dehydrated by submerging in 30% sucrose solution for 48 h at 4 °C, embedded and frozen in a frozen section medium (Leica), and cut into a 30 μm sections using a Cryocut Microtome (Leica). For tissue clearing, heads perfused with 4% PFA were immersed further in 4% PFA overnight at 4 °C for post-fixation, washed with PBS and incubated in CUBIC-L solution (TCI, T3740) with daily change for 7 days at 37 °C. After tissue clearing and PBS washing, the samples were subjected to decalcification, immunofluorescence staining and imaging. For preparation of the primates, the animals were perfused with ice-cold saline and then decapitated. The head samples were fixed with 4% PFA for 2 h, and 2% PFA for 12 h at 4 °C. Subsequently, the samples were decalcified with 0.5 M EDTA, pH 8.0 for 3 weeks at 4 °C. The samples were placed into a fresh EDTA solution every 4 days. The decalcified heads were trimmed along the following tissue boundaries: the anterior (choana), the posterior (occipital bone), the dorsal (optic nerve) and the ventral (uvula). Trimmed samples were cut in half along the sagittal plane and the brain was removed from the skull. For whole-mount preparations, the nasopharyngeal mucosa was carefully separated from the skull base and soft palate.

### Immunostaining

The samples were incubated in 5% normal donkey serum (017-000-121, Jackson ImmunoResearch) for 1 h at room temperature. Next, the samples were incubated with primary antibodies (1:400) dissolved in 5% normal donkey serum at 4 °C for 12 h. After washing in PBS, the samples were incubated with secondary antibodies (1:1,000) dissolved in 5% normal donkey serum at 4 °C for 12 h. The samples that had been processed for clearing and decalcification were incubated with donkey serum for 24 h at room temperature; then with primary antibodies at 1:200 dilution at room temperature for 10 days; and finally with secondary antibodies at 1:100 dilution at room temperature for 3 days. After PBS washing, the samples were covered with DAPI-containing mounting medium (H1200, Vector) or refractive index matching solution (D-PROTOSS)^61^. The primary antibodies used were as follows: anti-LYVE1 (rabbit polyclonal, 11-034, Angiobio), anti-CD31 (hamster monoclonal, 2H8, MAB1398Z, Merck), anti-VE-cadherin (goat polyclonal, AF1002, R&D), anti-VEGFR3 (goat polyclonal, AF743, R&D), anti-αSMA-Cy3 (mouse monoclonal, 1A4, C6198, Sigma-Aldrich), anti-β3 tubulin (mouse monoclonal, 2G10, ab78078, Abcam), anti-FOXC2 (sheep polyclonal, AF6989, R&D), anti-LYVE1 (rabbit polyclonal, DP3500, OriGene), anti-collagen type IV (goat polyclonal, AB769, Merck), anti-laminin α5 (rabbit polyclonal, EWL004, Kerafast), anti-tyrosine hydroxylase (rabbit polyclonal, AB152, Merck), anti-vesicular acetylcholine transporter (goat polyclonal, ABN100, Merck), anti-phospho-tau (mouse monoclonal, AT8, MN1020, Thermo Fisher Scientific), anti-mannose receptor (CD206, rabbit polyclonal antibody, ab64693, Abcam), anti-PTX3 (rabbit polyclonal antibody, ALX-210-365-C050, Enzo Life Sciences). The following secondary antibodies were used: Alexa Fluor 488-, 594- and 647- conjugated anti-rabbit (711-545-152, 711-585-152, 711-605-152), anti-goat (705-585-147), anti-sheep (713-585-147) and anti-hamster (127-605-160) secondary antibodies (Jackson ImmunoResearch) in blocking buffer overnight at 4 °C. All of the antibodies used in this study were validated for the species and applications by the indicated manufacturers.

### TUNEL assay

To detect apoptotic cells in the nasopharynx, the terminal deoxynucleotidyl transferase biotin-dUTP nick end labelling (TUNEL) assay was performed according to the manufacturer’s instructions (12156792910, Merck).

### Imaging and morphometric analyses

Immunofluorescence images were acquired using the LSM800 or LSM880 confocal microscope (Carl Zeiss). ZEN (v.2.3) software (Carl Zeiss) was used for the acquisition and processing of images. Confocal images of whole mounts or sections of tissues were maximum-intensity projections of tiled or single-plane *z*-stack images through the entire thickness of tissues. All of the images had a resolution of 512 × 512 or 1,024 × 1,024 pixels and were obtained with the following objectives: air objectives Plan-Apochromat ×10/0.45 numerical aperture (NA) M27 and Plan-Apochromat ×20/0.8 NA M27; LD C-Apochromat ×40/1.1 NA water-immersion Corr M27 (LSM 880) with multichannel scanning in the frame. The samples that underwent tissue clearing and decalcification were imaged using a light-sheet fluorescence microscope (LSFM, Carl Zeiss) with an EC Plan-Neofluar ×5/0.16 lens. Morphometric measurements were performed using ImageJ software (NIH) or Zen software (Carl Zeiss) on maximum-intensity-projection confocal images. The PROX1^+^ lymphatic area and the number of lymphatic valves and detached LECs were measured on the dorsal side of the nasopharynx at the following boundaries: anterior (most posterior part of posterior nasal lymphatic plexus), posterior (Eustachian tube), and lateral (a perpendicular line from Eustachian tube to nasopharyngeal lymphatics). The number of lymphatic valves and detached LECs were manually counted. Signal intensities of VEGFR3 and LYVE1 were measured in the dorsal side of the nasopharynx in the region (1.5 mm×3 mm) defined by the aforementioned boundaries. The PROX1^+^ lymphatic area in the diaphragm was analysed in four 500 μm × 500 μm random fields per sample. The PROX1^+^ lymphatic area around the superior sagittal sinus was analysed in four 400 μm × 800 μm fields located near the confluence of sinus per sample. VE-cadherin^+^ junctional patterns of endothelial cells of the nasopharyngeal lymphatics were analysed in 200 µm × 200 µm as previously described^15^. Button-like junctions were defined as discontinuous, dot-like intercellular junctions, whereas zipper-like junctions were defined as continuous intercellular junctions. Junctions that did not match either pattern were categorized as mixed type. The number of lymphatic valves and the length of lymphangions in the deep cervical lymphatics were manually measured. αSMA^+^ smooth muscle coverage per lymphangion was measured in three lymphangions of each deep cervical lymphatics using a Weka trainable segmentation of ImageJ plugin^62^. Phosphorylated tau was measured in 1 mm ×1 mm regions of the dorsal side of nasopharyngeal lymphatics. TUNEL-positive cells were counted and expressed as the percentage of total LECs in two randomly selected 150 µm × 150 µm fields on the dorsal side of nasopharyngeal lymphatics.

### Ex vivo studies of pressurized deep cervical lymphatics

Mice were anaesthetized by i.p. injection of ketamine–xylazine and placed face up onto a heated tissue dissection/isolation pad. A proximal-to-distal incision was made in the skin from the neck to the sternum. While trimming loose facia, the submandibular gland and thymus on one side of the mouse were retracted with small clamps to expose the trachea and muscles overlying dcLNs. A 0.5–1.5 mm long segment of medial cervical lymphatic vessel was removed using fine forceps and microscissors and transferred to a dish containing Krebs solution + 0.5% BSA. The procedure was repeated on the other side of the animal. Both deep cervical lymphatics were then pinned with short segments of 40 µm stainless steel wire onto a Sylgard-coated dissection chamber filled with Krebs-BSA buffer at room temperature. The surrounding adipose and connective tissues were removed by microdissection. An isolated dcLV was then transferred to a 3 ml observation chamber on the stage of a Zeiss inverted microscope, cannulated, pressurized to 1 cmH_2_O using two glass micropipettes (50–60 µm outer diameter). With the vessel pressurized, the segment was cleared of the remaining connective and adipose tissue. Polyethylene tubing was attached to the back of each glass micropipette and connected to a computerized pressure controller, with independent control of inflow and outflow pressures. To minimize diameter-tracking artifacts associated with longitudinal bowing at higher intraluminal pressures, input and output pressures were briefly raised to 10 cmH_2_O at the beginning of each experiment, and the vessel segment was stretched axially to remove any longitudinal slack. After this procedure, each dcLV was allowed to equilibrate at 37 °C with pressure set to 1 cmH_2_O. Constant exchange of Krebs buffer was maintained using a peristaltic pump at a rate of 0.5 ml min^−1^. Within 30 min after the temperature stabilized, some vessels began to exhibit spontaneous contractions. Custom LabVIEW programs (National Instruments) acquired real-time analogue data and digital video through an A-D interface (National Instruments) and detected the inner diameter of the vessel^63^. Videos of the contractile activity of lymphatics were recorded for further analyses under bright-field illumination at 30 fps using a firewire camera (Basler, Graftek Imaging).

### Assessment of responses to pressure, phenylephrine and NONOate

To assess physiological responses to pressure, intraluminal pressure of deep cervical lymphatic segments was lowered from 1 to 0.5 cmH_2_O, then raised to 1, 2, 3, 5, 8 and 10 cmH_2_O, while recording internal diameter for 1–2 min at each pressure. Both the input and output pressures were maintained at equal levels so that there was no imposed pressure gradient for forward flow. After pressure was returned to 1 cmH_2_O for 5 min, phenylephrine was applied to the bath in cumulative concentrations, while recording diameter for 1–2 min at each concentration. Once a maximum level of tone had been reached (typically 40–50% of the passive diameter), diethylamine NONOate sodium salt hydrate (sodium NONOate, Merck) was applied in cumulative concentrations, while measuring diameter at each concentration. At the end of each experiment, the vessel was equilibrated by perfusion with calcium-free Krebs buffer containing 3 mM EGTA for 30 min, and passive diameters were obtained at each level of intraluminal pressure.

### Plate-based single-cell sequencing of nasopharyngeal LECs

Nasopharyngeal tissue was used to isolate LECs from both sexes of adult (*n* = 30) and aged (*n* = 25) mice. After anaesthesia, the mice were perfused with ice-cold PBS, and the nasopharyngeal mucosa was removed and pooled in DMEM/F12 medium (Gibco). The tissue was cut into small pieces and incubated in dissociation buffer containing 1 mg ml^−1^ of collagenase IV (Roche), 1 mg ml^−1^ of dispase (Gibco) and 0.1 mg ml^−1^ DNase I (Gibco) at 37 °C for 30 min with gentle inverting every 10 min. Digested samples were filtered through a 70 µm strainer and 2% FBS was added to stop digestion. The cells were centrifuged for 8 min at 500*g* and resuspended with PBS for washing. To exclude dead cells, 1:1,000 of Ghost dye (TONBO bioscience) was added to the resuspended cells for 15 min at 4 °C. PBS was then added for washing followed by staining with phycoerythrin/Cy7 anti-mouse CD326 (Ep-CAM, G8.8, 118216, BioLegend) antibodies, APC anti-mouse podoplanin antibodies (8.1.1, 127410, BioLegend) and phycoerythrin-labelled anti-mouse CD31 antibodies (MEC13.3, 102508, BioLegend). CD31^+^PDPN^+^ cells were considered to be LECs and were sorted using the FACS Aria Fusion (Beckton Dickinson) system. Sorted LECs were directly placed into each well in a 96-well plate containing a lysis buffer. The plates were snap-frozen with liquid nitrogen and stored at −80 °C. Following the Smart-Seq3 protocol^64^, plate-based single-cell libraries were generated. In brief, mRNAs from lysed cells were reverse transcribed. cDNAs were amplified and purified using Ampure XP beads (Beckman Coulter). Purified cDNAs were diluted (100 pg µl^−1^) and tagmented using the Tn5 transposase included in the Nextra XT DNA library preparation kit (FC-131-1024, Illumina). Using custom index primers, tagmented products were amplified and then pooled into a single tube. After final cleanup using Ampure XP beads, the libraries were analysed using the TapeStation for quality control. Libraries passing the quality control checks were sequenced on the Illumina High-X platform.

### Pre-processing of single-cell sequencing data

Sequenced libraries were demultiplexed and aligned to mouse reference genome (mm10) by STAR (v.2.7.9.a). The featureCount (v.2.0.1) function from Subread package was used to merge the aligned files and to build raw read count matrices. For cell quality control, cells detected with less than 2,000 genes and cells with more than 10% of total reads mapped to mitochondrial genes were considered to be low-quality/dead cells and were discarded. At the gene level, genes expressed in less than three cells were removed from the expression matrix.

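In the adult matrix, 1713 of the 23168 genes had reads in under 3 cells, and 1341 of them had none. The other 21455 genes were found in at least 3 cells. The cells on which the gene filter was run are not named.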

### Clustering analysis

For clustering and visualization of single cells, the R package Seurat was used (v.4.1.0). In brief, log_2_ normalization was applied after dividing each count for a gene in a cell by the total number of counts in a given cell, with multiplication of 1 × 10^4^ and addition of 1 pseudocount. Consequently, the resulting expression matrixes were transformed to have values similar to log-transformed counts per million. Then, the top 2,000 genes with the highest variability in each dataset were selected using the FindVariableFeatures function with the following options: selection.method = “vst”. Those highly variable genes were scaled and centred while regressing out confounding variables such as number of total counts and the percentage of reads mapped to mitochondrial genes. Moreover, module scores for dissociation-induced genes and ribosomal genes were calculated using the AddModuleScore function and regressed.

For visualization in two-dimensional space, principal component analysis was performed, and the top 15 principal components were used as the input for UMAP analysis. For neighbourhood identification and cluster assignment, the shared nearest neighbourhood graph was built by using the top 15 principal components and the Louvain algorithm was applied. For identifying differentially expressed genes between cells, we used the FindMarkers function in Seurat with the following options: test.use = “MAST”, logfc.threshold=0.3, min.pct=0.3. While performing differential expression testing, we excluded dissociation-induced genes, mitochondrial and ribosomal genes. In merging adult and aged mouse datasets, no batch correction method was used, as no evident batch effect was observed for clustering.

### Statistical analysis

Sample sizes were chosen on the basis of standard power calculations (with *α* = 0.05 and power of 0.8) and no statistical methods were used to predetermine sample size. The experiments were randomized, and investigators were blinded to allocation during experiments and outcome assessment. Data were tested for normality using Shapiro–Wilk and Kolmogorov–Smirnov one-sample tests. Depending on the data distribution, parametric or nonparametric statistics were used. The statistical significance of differences was determined using two-tailed Student’s *t*-test, two-tailed Welch’s *t*-tests, Brown–Forsythe ANOVA, two-way ANOVA test or two-tailed Mann–Whitney *U*-tests. Two-way repeated-measures ANOVA was used when comparing the time-series data between the two groups. Statistical analysis was performed using Prism 10 (GraphPad Software, v.10.1.0). All data are presented as mean ± s.e.m. Statistical significance was set at *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-023-06899-4.

### Supplementary information

Supplementary Information Supplementary Figs. 1–12.

Reporting Summary

Supplementary Data Source data for Figs. 4–7, Extended Data Figs. 3 and 8–15 and Supplementary Figs. 3, 8, 9 and 11.

Peer Review File

Supplementary Video 1 Three-dimensional reconstruction of PROX1^+^ nasopharyngeal lymphatic plexus of *Prox1-GFP* mouse

Supplementary Video 2 Intravital imaging for TMR–dextran outflow through the nasopharyngeal lymphatic plexus at 30 min after i.c. infusion of TMR–dextran into a *Prox1-GFP* mouse.

Supplementary Video 3 Intravital imaging for TMR–dextran outflow through the nasopharyngeal lymphatic plexus at onset and 120 min after i.c. infusion of TMR–dextran into a *Prox1-GFP* mouse.

Supplementary Video 4 Light-sheet fluorescence microscopy image showing PROX1^+^/LYVE1^+^ lymphatics near the PROX1^+^ pituitary gland area that extends to the nasopharyngeal lymphatic plexus along cranial nerve V and cavernous sinus in a *Prox1-GFP* mouse.

Supplementary Video 5 Light-sheet fluorescence microscopy image showing the lymphatics around the PPA that connect to the posterior nasal lymphatic plexus and nasopharyngeal lymphatic plexus in a *Prox1-GFP* mouse.

Supplementary Video 6 Three-dimensional reconstruction of PROX1^+^ connecting lymphatics between dural lymphatics and olfactory lymphatics in a *Prox1-GFP* mouse.

## Data Availability

The scRNA-seq data of this study are available at the NCBI Gene Expression Omnibus under accession codes GSE227311 (adult mice) and GSE227324 (aged mice). All other data supporting the findings in this study are available within the Article and its Supplementary Information. Source data are provided in the Supplementary Information.

## References

[1] Key, A. & Retzius, G. *Studien in der Anatomie des Nervensystems und des Bindegewebes: 1. Hälfte* Vol. 1 (Samson & Wallin, 1875).

[2] Bradbury M, Cserr H (1985). Drainage of cerebral interstitial fluid and of cerebrospinal fluid into lymphatics. Exp. Biol. Lymph. Circ..

[3] Cserr HF, Harling-Berg CJ, Knopf PM (1992). Drainage of brain extracellular fluid into blood and deep cervical lymph and its immunological significance. Brain Pathol..

[4] Kida S, Pantazis A, Weller RO (1993). CSF drains directly from the subarachnoid space into nasal lymphatics in the rat. Anatomy, histology and immunological significance. Neuropathol. Appl. Neurobiol..

[5] Zakharov A, Papaiconomou C, Djenic J, Midha R, Johnston M (2003). Lymphatic cerebrospinal fluid absorption pathways in neonatal sheep revealed by subarachnoid injection of Microfil. Neuropathol. Appl. Neurobiol..

[6] Johnston M, Zakharov A, Koh L, Armstrong D (2005). Subarachnoid injection of Microfil reveals connections between cerebrospinal fluid and nasal lymphatics in the non-human primate. Neuropathol. Appl. Neurobiol..

[7] Koh L (2006). Development of cerebrospinal fluid absorption sites in the pig and rat: connections between the subarachnoid space and lymphatic vessels in the olfactory turbinates. Anat. Embryol..

[8] Nagra G, Koh L, Zakharov A, Armstrong D, Johnston M (2006). Quantification of cerebrospinal fluid transport across the cribriform plate into lymphatics in rats. Am. J. Physiol. Regul. Integr. Comp. Physiol..

[9] Aspelund A (2015). A dural lymphatic vascular system that drains brain interstitial fluid and macromolecules. J. Exp. Med..

[10] Louveau A (2015). Structural and functional features of central nervous system lymphatic vessels. Nature.

[11] Absinta M (2017). Human and nonhuman primate meninges harbor lymphatic vessels that can be visualized noninvasively by MRI. eLife.

[12] Ma Q, Ineichen BV, Detmar M, Proulx ST (2017). Outflow of cerebrospinal fluid is predominantly through lymphatic vessels and is reduced in aged mice. Nat. Commun..

[13] Antila S (2017). Development and plasticity of meningeal lymphatic vessels. J. Exp. Med..

[14] Jacob L (2019). Anatomy and function of the vertebral column lymphatic network in mice. Nat. Commun..

[15] Ahn JH (2019). Meningeal lymphatic vessels at the skull base drain cerebrospinal fluid. Nature.

[16] Jacob, L. et al. Conserved meningeal lymphatic drainage circuits in mice and humans. *J. Exp. Med.*10.1084/jem.20220035 (2022).10.1084/jem.20220035PMC925362135776089

[17] Proulx ST (2021). Cerebrospinal fluid outflow: a review of the historical and contemporary evidence for arachnoid villi, perineural routes, and dural lymphatics. Cell. Mol. Life Sci..

[18] Choi I (2011). Visualization of lymphatic vessels by Prox1-promoter directed GFP reporter in a bacterial artificial chromosome-based transgenic mouse. Blood.

[19] Wichmann TO, Damkier HH, Pedersen M (2021). A brief overview of the cerebrospinal fluid system and its implications for brain and spinal cord diseases. Front. Hum. Neurosci..

[20] Tarasoff-Conway JM (2015). Clearance systems in the brain-implications for Alzheimer disease. Nat. Rev. Neurol..

[21] Da Mesquita S (2018). Functional aspects of meningeal lymphatics in ageing and Alzheimer’s disease. Nature.

[22] Louveau A (2018). CNS lymphatic drainage and neuroinflammation are regulated by meningeal lymphatic vasculature. Nat. Neurosci..

[23] Patel TK (2019). Dural lymphatics regulate clearance of extracellular tau from the CNS. Mol. Neurodegener..

[24] Koh L, Zakharov A, Johnston M (2005). Integration of the subarachnoid space and lymphatics: is it time to embrace a new concept of cerebrospinal fluid absorption?. Cerebrospinal Fluid Res..

[25] das Neves SP, Delivanoglou N, Da Mesquita S (2021). CNS-draining meningeal lymphatic vasculature: roles, conundrums and future challenges. Front. Pharmacol..

[26] Decker, Y. et al. Magnetic resonance imaging of cerebrospinal fluid outflow after low-rate lateral ventricle infusion in mice. *JCI Insight*10.1172/jci.insight.150881 (2022).10.1172/jci.insight.150881PMC885580834905509

[27] Spera I (2023). Open pathways for cerebrospinal fluid outflow at the cribriform plate along the olfactory nerves. EBioMedicine.

[28] Baluk P (2007). Functionally specialized junctions between endothelial cells of lymphatic vessels. J. Exp. Med..

[29] Baluk, P. & McDonald, D. M. Buttons and zippers: endothelial junctions in lymphatic vessels. *Cold Spring Harb. Perspect. Med.*10.1101/cshperspect.a041178 (2022).10.1101/cshperspect.a041178PMC964367835534209

[30] Petrova, T. V. & Koh, G. Y. Biological functions of lymphatic vessels. *Science*10.1126/science.aax4063 (2020).10.1126/science.aax406332646971

[31] Scallan JP, Zawieja SD, Castorena-Gonzalez JA, Davis MJ (2016). Lymphatic pumping: mechanics, mechanisms and malfunction. J. Physiol..

[32] Razavi MS, Dixon JB, Gleason RL (2020). Characterization of rat tail lymphatic contractility and biomechanics: incorporating nitric oxide-mediated vasoregulation. J. R. Soc. Interface.

[33] Ungvari Z, Tarantini S, Donato AJ, Galvan V, Csiszar A (2018). Mechanisms of vascular aging. Circ. Res..

[34] Nagai T, Bridenbaugh EA, Gashev AA (2011). Aging-associated alterations in contractility of rat mesenteric lymphatic vessels. Microcirculation.

[35] Zolla V (2015). Aging-related anatomical and biochemical changes in lymphatic collectors impair lymph transport, fluid homeostasis, and pathogen clearance. Aging Cell.

[36] Zawieja SD, Castorena-Gonzalez JA, Scallan JP, Davis MJ (2018). Differences in L-type Ca^2+^ channel activity partially underlie the regional dichotomy in pumping behavior by murine peripheral and visceral lymphatic vessels. Am. J. Physiol. Heart Circ. Physiol..

[37] Davis MJ (2020). Kir6.1-dependent K_ATP_ channels in lymphatic smooth muscle and vessel dysfunction in mice with Kir6.1 gain-of-function. J. Physiol..

[38] Kim HJ, Li M, Nichols CG, Davis MJ (2021). Large-conductance calcium-activated K(+) channels, rather than K(ATP) channels, mediate the inhibitory effects of nitric oxide on mouse lymphatic pumping. Br. J. Pharmacol..

[39] Petkova, M. et al. Immune-interacting lymphatic endothelial subtype at capillary terminals drives lymphatic malformation. *J. Exp. Med.*10.1084/jem.20220741 (2023).10.1084/jem.20220741PMC988464036688917

[40] Abe Y (2022). A single-cell atlas of non-haematopoietic cells in human lymph nodes and lymphoma reveals a landscape of stromal remodelling. Nat. Cell Biol..

[41] Xiang, M. et al. A single-cell transcriptional roadmap of the mouse and human lymph node lymphatic vasculature. *Front. Cardiovasc. Med.*10.3389/fcvm.2020.00052 (2020).10.3389/fcvm.2020.00052PMC720463932426372

[42] Watson EC, Whitehead L, Adams RH, Dewson G, Coultas L (2016). Endothelial cell survival during angiogenesis requires the pro-survival protein MCL1. Cell Death Differ..

[43] Baruch K (2014). Aging-induced type I interferon response at the choroid plexus negatively affects brain function. Science.

[44] Liew FY, Girard JP, Turnquist HR (2016). Interleukin-33 in health and disease. Nat. Rev. Immunol..

[45] Yao LC, McDonald DM (2014). Plasticity of airway lymphatics in development and disease. Adv. Anat. Embryol. Cell Biol..

[46] Hong, S. P. et al. Three-dimensional morphologic and molecular atlases of nasal vasculature. *Nat. Cardiovasc. Res.*10.1038/s44161-023-00257-3 (2023).10.1038/s44161-023-00257-3PMC1135801239196043

[47] McComb JG (1983). Recent research into the nature of cerebrospinal fluid formation and absorption. J. Neurosurg..

[48] Engelhardt B (2016). Vascular, glial, and lymphatic immune gateways of the central nervous system. Acta Neuropathol..

[49] Ma Q, Decker Y, Müller A, Ineichen BV, Proulx ST (2019). Clearance of cerebrospinal fluid from the sacral spine through lymphatic vessels. J. Exp. Med..

[50] Gashev AA, Davis MJ, Delp MD, Zawieja DC (2004). Regional variations of contractile activity in isolated rat lymphatics. Microcirculation.

[51] Wang Y (2022). Cerebrovascular activity is a major factor in the cerebrospinal fluid flow dynamics. Neuroimage.

[52] Chiu C (2012). Temporal course of cerebrospinal fluid dynamics and amyloid accumulation in the aging rat brain from three to thirty months. Fluids Barriers CNS.

[53] Liu G (2020). Direct measurement of cerebrospinal fluid production in mice. Cell Rep..

[54] Mestre H (2022). Periarteriolar spaces modulate cerebrospinal fluid transport into brain and demonstrate altered morphology in aging and Alzheimer’s disease. Nat. Commun..

[55] González-Loyola A (2021). FOXC2 controls adult lymphatic endothelial specialization, function, and gut lymphatic barrier preventing multiorgan failure. Sci. Adv..

[56] Yanev P (2020). Impaired meningeal lymphatic vessel development worsens stroke outcome. J. Cereb. Blood Flow Metab..

[57] Bolte AC (2020). Meningeal lymphatic dysfunction exacerbates traumatic brain injury pathogenesis. Nat. Commun..

[58] Li Z (2023). Blockade of VEGFR3 signaling leads to functional impairment of dural lymphatic vessels without affecting autoimmune neuroinflammation. Sci. Immunol..

[59] Merlini A (2022). Distinct roles of the meningeal layers in CNS autoimmunity. Nat. Neurosci..

[60] Song E (2020). VEGF-C-driven lymphatic drainage enables immunosurveillance of brain tumours. Nature.

[61] Ku T (2020). Elasticizing tissues for reversible shape transformation and accelerated molecular labeling. Nat. Methods.

[62] Arganda-Carreras I (2017). Trainable Weka Segmentation: a machine learning tool for microscopy pixel classification. Bioinformatics.

[63] Scallan JP, Wolpers JH, Davis MJ (2013). Constriction of isolated collecting lymphatic vessels in response to acute increases in downstream pressure. J. Physiol..

[64] Hagemann-Jensen M (2020). Single-cell RNA counting at allele and isoform resolution using Smart-seq3. Nat. Biotechnol..

How the deposited data were processed for this re-analysis (not part of the article)

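Single LECs from the nasopharyngeal mucosa of adult mice (aged 10–12 weeks) were measured by Smart-seq3. Tissue of 30 mice of both sexes was pooled before sorting. The sample labels and column names give neither mouse nor plate, so the adult cells are 1 sample and no test across cells was made. Aged cells were not analysed here.

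The authors aligned reads to mm10 with STAR, counted them per gene with featureCounts, removed cells with under 2000 genes or over 10% mitochondrial reads, and deposited values that are the natural log of 1 plus reads per 10000. The methods call this a log2 step, but only the natural log gave a sum of 10000 in all 842 cells, and powers of 2 gave sums between 3407 and 5019. Strand, multi-mapping settings and annotation are not stated, and reads rather than molecular identifiers were counted as far as stated. The highest mitochondrial share was 9.12%. Reads per cell differed by a factor of 474.2, so a gene not found in a shallow cell may have been missed.

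Whole reads were recovered from the values and passed to Seurat 5.3.0 in R 4.3.3. The paper names another release of Seurat. Clustering used 2000 vst genes, scaling with total reads, mitochondrial share and module scores of dissociation and ribosomal genes regressed out, 15 principal components and the Louvain algorithm. The paper does not list its dissociation genes, and a list of 129 genes written before the data were examined was used, of which 127 are in the matrix. The default resolution of 0.8 gave the number of clusters. Values per cluster came from the smallest resolution, in steps of 0.05, that gave 5 clusters. Mean silhouette width was computed with scikit-learn 1.9.0, and random subsets were compared by the adjusted Rand index with mclust 6.1.1.

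Genes defining a cluster had a log2 ratio of at least 0.3 and were found in at least 30% of its cells, without mitochondrial, ribosomal and dissociation genes. Marker lists for 4 classes were fixed before the data were examined, but the scoring rule was written after exploratory clusters had been seen. A marker counted as raised at the same ratio and share, and a cluster took the name of the class with most raised markers if there were at least 3, with no tie and no other class holding more of the top 10 genes. The genes named were chosen from those the paper names for LECs, the lists written before the data were examined and the 5 leading genes of each cluster. Coordinates come from GENCODE release M21 on GRCm38, the build the authors used, in which 22258 symbols (96.1%) were matched.

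Intervals are exact Clopper–Pearson intervals at 95%, and a share of 0 is given with the limit that 3 counts allow. Lists of 20 interferon genes, 15 Mhc genes, *Xist* with 4 Y chromosome genes, and 5 genes each for immune, blood endothelial, fibroblast, epithelial, mural and Schwann cells were used. For comparisons across depth, 791 cells were thinned to 20000 reads and 51 shallower cells were left out. The number of interferon genes found per cell was compared with 1000 random lists matched on mean expression, and the difference of *Mcl1* with that of 1000 matched genes. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used.

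The steps were tested on 842 simulated cells and 23168 genes with 200 genes raised by factors of 3 to 8 in 5 groups. The adjusted Rand index against the simulated groups was 0.901 at the resolution giving 5 clusters and 0.884 at the default resolution, which gave 4 clusters. Of the raised genes, 97.0% were among the defining genes of their cluster. The simulated groups were discrete, whereas the real clusters touched, with a mean silhouette width of 0.101. These values therefore show that the steps run as meant and not that the real clusters are right. An interferon list raised 10-fold together in a group of 7.01% of the cells lay at percentile 100 of its matched lists, and at percentile 1.6 without any common change, so the comparison errs towards low values there. Its power was shown for that design only. A first version of this test, with 20 other genes raised by smaller factors, did not detect them and was replaced.

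Alternatives changed the number of principal components, variable genes, regressed variables, the algorithm (Leiden), the seed, the filter on cells, the implementation (scanpy 1.11.5), the resolution, the threshold for a gene to be found, depth and the measure behind defining genes. A setting that draws the control genes of both module scores together was added after its result had been seen in an exploratory run. Leaving out each plate in turn could not be done because the column names show no plates.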

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

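The tests of immune cells, of mixed wells within the interferon cluster, of a single mouse, of stray reads, of genes overlapping *Xist*, of dissociation without clusters and of gene number at like depth were chosen after the results were seen. So were the minimum of 12 interferon genes per cell, the list of gene families and the rule that at least 5 of the top 10 genes of a cluster be interferon genes.

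Interferon genes in adult cells stood out because the paper compares them between adult and aged mice and does not report how they differ among adult LECs. At the default resolution 41 of 842 adult cells (4.87%, 3.52 to 6.55) formed a cluster led by *Usp18*, *Isg15*, *Ifit1*, *Ifit3* and *Rtp4*. A cluster led by interferon genes appeared at the default resolution under all 13 clustering settings run, with 27 to 80 cells, and in 0 of their 5-cluster partitions. Of the 41 cells, 37 lay in cluster 1 of the 5-cluster partition. *Isg15* had a mean of 2.09 ± 0.970 in this cluster and 0.674 ± 0.874 in the other cells, a difference that follows in part from how the cluster was formed. The variance of the number of interferon genes per cell was 8.95, against a median of 5.78 and a highest value of 7.87 in the matched lists.

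Depth is argued against as the whole cause, since after thinning the variance was 2.42 times the median of matched lists and above all of them. Reads shared within gene families are argued against in the same way, with a ratio of 1.52 without such genes. Immune cells in these wells are argued against by 0 of 41 cells with at least 3 of 5 immune genes, which allows a share of up to 7.32%. *Ptprc* was found in 0 of 842 cells. It was thus also missing from the 2 cells with at least 3 immune genes, so its absence decides nothing here. An origin of all these cells in 1 mouse is argued against by both sexes among them, but mostly through weak Y chromosome signals. Of the cells with 1 sex signal, 15 had *Xist* and 14 a Y chromosome gene, so that 51.7% (32.5 to 70.6) had *Xist*, against 24.7% of the other such cells (21.4 to 28.3). A Y chromosome gene was found in 48.8% of the cluster (32.9 to 64.9), against 13.1% (7.18 to 21.4) of the other cells with *Xist* above 1, and 12 of the 41 cells had *Xist* above 1. Only 2 of the 41 (4.88%, 0.596 to 16.5) had a Y chromosome gene above 1 and *Xist* not above 1, against 19.7% of all cells. The cluster is also deeper than the cells with *Xist* alone (median 514469 against 290954 reads), which favours weak Y signals. An origin of most of these cells in 1 mouse therefore stays open. An origin in a few mice was not tested. The number of cells with at least 12 interferon genes depends on depth. It was 89 before thinning, below the median of 99 in matched lists, and 56 after thinning, against a median of 4 and a highest value of 13.

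Other explanations stay open. Both *Xist* and a Y chromosome gene were found in 14.6% of the cluster (5.57 to 29.2) and in 5.74% of the other cells, so mixed wells may contribute, and 41 cells are too few to decide. Of the cluster, 17.1% (7.15 to 32.1) lay in the highest 25% of cells by dissociation genes, and of the thinned cells with at least 12 interferon genes 17.9% (8.91 to 30.4). Neither shows an excess, but a small one is not excluded, and the first is affected by the regression of the dissociation score. A response of some LECs to interferon in adult tissue is a further hypothesis and was not tested.

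Wells with both *Xist* and a Y chromosome gene stood out because the libraries were made as single-cell libraries. Both signals were found in 52 of 842 wells (6.18%, 4.65 to 8.02), with a median of 757311 reads. *Xist* alone was found in 168 cells, Y chromosome genes (*Ddx3y*, *Uty*, *Kdm5d* or *Eif2s3y*) alone in 480 and neither in 142. The paper states that mice of both sexes were used. In 78.8% of the wells with both signals (65.3 to 88.9), the weaker signal was below the 5th percentile of that signal in cells with it alone, but these wells are deeper, so that 1 read gives a lower value, and this test decides nothing. Against the 20 wells with that signal alone nearest in total reads, 2 times the weaker signal, as 2 equal cells in a well would need, was below the 5th percentile in 63.5% (49.0 to 76.4), which leaves a low level of reads from other wells open. Exons of *Xist* overlap *Tsix* and other genes on the other strand and genes on the same strand, and their reads could give a low *Xist* signal. The weaker signal was *Xist* in 26 of the 52 wells (50.0%, 35.8 to 64.2), which leaves this open too. After thinning, 74.0% of these wells (59.7 to 85.4) had more genes than the median well with 1 signal, as 2 cells in a well would give. Deeper wells can differ in this respect, and against the 20 wells nearest in total reads the share was 66.0% (51.2 to 78.8). No well had both signals at values above 1. A second cell may contribute to part of these wells, beside the explanations left open. No biological explanation was tested.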

How the results depend on the processing

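The setting that draws the control genes of both scores together, and the comparison of all settings at the default resolution, were chosen after seeing the data. Of 163 alternative values, 74 of the leading results and 16 of single subtype genes stayed within the 95% interval or, for numbers of clusters and genes, within 1.5 times the reported value. The rest are given here, apart from 8 shares of single subtype genes, which moved with the threshold or the depth. The cause was not tested unless stated. Leaving out each plate was not run, because the column names show no plates.

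The number of clusters was 7 and became 3 at a resolution of 0.2 and 4 at 0.4. The other 15 settings gave between 6 and 9.

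The share of *Ptx3*+ capillary-like cells (23.0%) moved to 15.2% with 10 principal components, 40.6% with 3000 variable genes, where no resolution gave 5 clusters and 4 were used, 55.3% without regressed variables, 27.2% with only total reads and mitochondrial share regressed, 17.3% with Leiden and 16.5% with both scores drawn together. Its order against the *Ptx3*- share was reversed with 1000 variable genes (18.6% and 37.3%), at least 3000 genes per cell (19.7% and 38.3%) and the own *Ptx3* value of each cell (19.0% and 76.1%). With 1000 variable genes and with at least 3000 genes per cell, a large cluster with *Lyve1* and *Reln* among its leading genes took the *Ptx3*- name. At the default resolution the *Ptx3*+ share was the larger under 10 of 13 settings and the smaller under 3, namely 1000 variable genes (18.8% and 34.3%), Leiden (19.1% and 38.0%) and both scores drawn together (23.4% and 33.3%).

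Unnamed clusters held 66.3% of cells and a precollecting-like cluster 0%. The precollecting-like share rose to 36.2% with 10 principal components, 46.8% with 3000 variable genes, 34.4% without regressed variables and 40.0% with only total reads and mitochondrial share. The unnamed share became 37.9%, 0%, 0% and 22.8% in these settings, 39.4% with 1000 variable genes, 72.1% with Leiden, 37.3% with at least 3000 genes per cell, 72.6% with both scores drawn together and 60.8% at a resolution of 0.8. The valve-like share (4.87%) became 0% with scanpy and 7.72% at a resolution of 0.8.

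Defining genes numbered 43, 209, 316, 474 and 496 in clusters 1 to 5. By the difference of mean natural log values they numbered 14, 109, 125, 185 and 193, and with a pseudocount of 0.1 359, 612, 984, 1421 and 1305, because the same threshold is stricter or looser on these scales.

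Counting only values above 1 lowers the share of cells with a gene by construction. The lowest share over clusters became 73.2% for *Cdh5* and 80.1% for *Prox1*, and *Cdh5* was at 95.2% after thinning. *Mcl1* became 66.3%, *Il33* 5.82%, *Irf7* 13.3%, *Ifitm2* 77.3%, *Ifitm3* 99.4%, *Zbp1* 7.60%, *Pecam1* 95.01%, *Pdpn* 73.0% and *Epcam* 0%, and cells with 3 blood endothelial genes 0%. *Xist* alone became 13.2%, Y chromosome genes alone 19.7%, both 0% and neither 67.1%. After thinning, *Mcl1* was found in 88.0%, *Il33* in 10.7%, *Irf7* in 22.1%, *Ifitm2* in 96.1% and *Zbp1* in 16.4%. With at least 3000 genes per cell, *Mcl1* was found in 97.1% and *Ifitm2* in 99.7%. Genes with few reads per cell are therefore limited by depth.

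The variance ratio of interferon genes was 1.55 and became 2.99 with values above 1. The difference of *Mcl1* between cells with high and low dissociation genes was 0.702 and became 0.767 after thinning. Neither has a replicate error. No paired analysis was possible because the adult cells are 1 sample with no replicate.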

Differences from the paper's values

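The paper's filter keeps genes expressed in at least 3 cells, and the lowest number of cells per gene in the matrix was 0. No alternative was run for this value.

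The paper reports 5 clusters, and the default resolution gave 7. Resolutions of 0.5 and 0.55 gave 5, and each other clustering setting apart from 3000 variable genes also gave 5 at some resolution. Of the alternatives set before the data were examined, 10 principal components, no regressed variables, only total reads and mitochondrial share regressed, scanpy and resolutions of 0.2, 1 and 1.2 differed from the paper's number by more than 1.5 times. The methods name base 2 for the logarithm, and the values have base 2.72.

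The paper annotates an upstream-valve and a downstream-valve cluster among its 5. In the 5-cluster partitions 0 of 13 settings gave 2 valve-like clusters, and at the default resolution, in a count made after the data had been seen, 10 of 13 did, the settings of the methods among them. The exceptions were 1000 variable genes, Leiden and at least 3000 genes per cell. The paper annotates a precollecting cluster by *Foxp2* and *Lyve1*. In the 5-cluster partition these genes were highest in different clusters (cluster 2 and cluster 4), and no cluster met the rule for that name. In cluster 1 *Foxp2* was found in 65.3% and *Lyve1* in 90.4% of cells. A cluster that met the rule was found with 10 principal components, 3000 variable genes, no regressed variables, and only total reads and mitochondrial share regressed.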

Other observations

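Both tests of *Mcl1* were set before the data were examined. *Mcl1*, which the paper reports as lower in aged mice, is on the list of dissociation-induced genes used here, whereas the paper excluded dissociation-induced genes from its comparison and its text does not list them. The mean of *Mcl1* was higher by 0.702 (natural log) in the 25% of adult cells with most expression of the other genes of the list than in the 25% with least. This was at percentile 97.8 of 1000 genes matched on mean expression, little above the limit set before, the upper end of the middle 95% of these genes, which was a difference of 0.667. The median difference of the matched genes was -0.0217, and some of them differed more than *Mcl1*. After thinning the percentile was 98.4, which argues against depth as the cause. Dissociation may therefore contribute to *Mcl1* in adult cells. Regulation of all these genes together by another signal was not tested, and aged cells were not analysed here.

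Few cells had at least 3 genes of a list for another cell type, although single genes of a list were more common. At least 3 were found in 2 cells (0.238%) for immune cells, 7 (0.831%) for blood endothelial cells, of whose genes *Plvap* was found in 77.8% and *Cd34* in 28.9% of all cells, and 1 (0.119%) for fibroblasts, of whose genes *Dcn* was found in 12.4% of all cells. For epithelial, mural and Schwann cells the number was 0, which allows a share of up to 0.356%, but only 3 of the 5 epithelial and 3 of the 5 Schwann genes are in the matrix. *Pecam1* was found in 99.6%, *Pdpn* in 95.2% and *Epcam* in 0.475% of cells.

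Of cells with 1 sex signal, 25.9% (22.6 to 29.5) had *Xist*. The share was 9.38% (1.98 to 25.0) in the valve-like cluster and 36.4% (20.4 to 54.9) in the *Ptx3*- capillary-like cluster. These shares set 1 gene, *Xist*, against any of 4 Y chromosome genes at any value above 0. With only values above 1 counted, 111 cells had *Xist* alone and 166 had Y chromosome genes alone. The share therefore depends on the threshold and does not give the sex ratio of the mice. The paper's text does not give the number of mice of each sex.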
